# FTO suppresses glycolysis and growth of papillary thyroid cancer via decreasing stability of APOE mRNA in an N6-methyladenosine-dependent manner

**DOI:** 10.1186/s13046-022-02254-z

**Published:** 2022-01-28

**Authors:** Jiapeng Huang, Wei Sun, Zhihong Wang, Chengzhou Lv, Ting Zhang, Dalin Zhang, Wenwu Dong, Liang Shao, Liang He, Xiaoyu Ji, Ping Zhang, Hao Zhang

**Keywords:** Papillary thyroid cancer (PTC), N6-methyladenosine (m^6^A), FTO, APOE, Glycolysis

## Abstract

**Background:**

N6-methyladenosine (m^6^A) modification is the most common chemical modification in mammalian mRNAs, and it plays important roles by regulating several cellular processes. Previous studies report that m^6^A is implicated in modulating tumorigenesis and progression. However, dysregulation of m^6^A modification and effect of m^6^A demethylase fat-mass and obesity-associated protein (FTO) on glucose metabolism has not been fully elucidated in papillary thyroid cancer (PTC).

**Methods:**

Quantitative real-time PCR (qRT-PCR), western blotting and immunohistochemistry were performed to explore the expression profile of FTO in PTC tissues and adjacent non-cancerous thyroid tissues. Effects of FTO on PTC glycolysis and growth were investigated through in vitro and in vivo experiments. Mechanism of FTO-mediated m^6^A modification was explored through transcriptome-sequencing (RNA-seq), methylated RNA immunoprecipitation sequencing (MeRIP-seq), MeRIP-qPCR, luciferase reporter assays, RNA stability assay and RNA immunoprecipitation assay.

**Results:**

FTO expression was significantly downregulated in PTC tissues. Functional analysis showed that FTO inhibited PTC glycolysis and growth. Further analyses were conducted to explore FTO-mediated m^6^A modification profile in PTC cells and Apolipoprotein E (APOE) was identified as the target gene for FTO-mediated m^6^A modification using RNA-seq and MeRIP-seq. FTO knockdown significantly increased APOE mRNA m^6^A modification and upregulated its expression. FTO-mediated m^6^A modification of APOE mRNA was recognized and stabilized by the m^6^A reader IGF2BP2. The findings showed that APOE also promoted tumor growth through glycolysis in PTC. Analysis showed that FTO/APOE axis inhibits PTC glycolysis by modulating IL-6/JAK2/STAT3 signaling pathway.

**Conclusion:**

FTO acts as a tumor suppressor to inhibit tumor glycolysis in PTC. The findings of the current study showed that FTO inhibited expression of APOE through IGF2BP2-mediated m^6^A modification and may inhibit glycolytic metabolism in PTC by modulating IL-6/JAK2/STAT3 signaling pathway, thus abrogating tumor growth.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-022-02254-z.

## Background

Thyroid cancer is the most prevalent malignant tumor of the endocrine system, and its global incidence has been increasing significantly over the past decades [1]. The global cancer statistics in 2020 ranked thyroid cancer incidence as the 9th leading cancer cases among malignant tumors. Global incidence of thyroid cancer in women is three times higher compared with the incidence in men, and one in every 20 women diagnosed with malignancy has thyroid cancer [1]. Incidence of thyroid cancer in China is approximately twice the world average, and is the 7th leading cause of malignant tumors in the country [2]. Approximately 95% of the pathological types of thyroid cancer are composed of differentiated thyroid cancer (DTC), and the most common pathological subtype of DTC is papillary thyroid cancer (PTC) [3]. Most PTC cases have a good prognosis after standard surgery, TSH suppression and radioiodine therapy. However, approximately 30% patients present with recurrence and distant metastasis, thus significantly decreasing the survival rate [4, 5]. Moreover, occurrence and progression of PTC are affected by several factors such as genetic mutations, environmental exposure, and epigenetic alterations [6]. However, the specific molecular mechanism for occurrence and development of PTC has not been fully elucidated. Therefore, there is need to explore the molecular mechanism underlying occurrence and development of PTC, and to identify new diagnostic and therapeutic targets for PTC.

N6-methyladenosine (m^6^A) modification is the most common internal chemical modification in higher eukaryotic RNA, and it mainly modifies messenger RNA (mRNA) at the post-transcriptional level [7, 8]. m^6^A modification occurs in approximately 25% of transcripts at the genome-wide level. Its sites are mainly enriched near the stop codons, 5′- and 3′-untranslated regions, and within long internal exons [9–11]. Each transcript contains approximately 3–5 m^6^A sites, accounting for about 0.1–0.4% of the adenosine nucleotides [12]. The most frequent consensus sequence of m^6^A is RRACH (R = A/G/U, A = m^6^A, H = A/C/U) [10]. m^6^A is regulated by RNA methyltransferase (writers) that contain methyltransferase-like 3 (METTL3), methyltransferase-like 14 (METTL14) and Wilms tumor 1 associated protein (WTAP) in mammalian cells. The methylation can be reversed dynamically by the action of demethylases (erasers) including alkylation repair homolog protein 5 (ALKBH5) and fat-mass and obesity-associated protein (FTO). Notably, m^6^A is recognized and bound by m^6^A-binding proteins (readers) such as YTH domain family proteins 1–3 (YTHDF1–3) [7, 13], YTH domain-containing proteins 1–2 (YTHDC1–2) [14, 15] and insulin-like growth factor 2 mRNA-binding proteins 1–3 (IGF2BP1–3) [16]. m^6^A modification is involved in all stages of RNA life cycle and plays a role in regulating pre-mRNA processing [17], mRNA stability [7], translation efficiency [8], and nuclear export [18]. Recent studies report that m^6^A modification plays an important role in regulating initiation and progression of various cancers [19–22]. However, the role of m^6^A modification and the underlying regulatory mechanism in PTC has not been fully explored.

Reprogramming energy metabolism is a hallmark of cancer. Energy metabolism is reprogrammed to maintain cancer cells survival and logarithmic growth. Cancer cells reprogram their glucose metabolism even under aerobic conditions, utilize glycolysis instead of mitochondrial oxidative phosphorylation, which is termed aerobic glycolysis [23]. This non-canonical metabolic phenomenon is known as the Warburg effect [24]. Aerobic glycolysis of cancer cells consumes more glucose owing to its lower efficiency of ATP production and produces lactic acid. Studies have explored reprogramming of energy metabolism, and report that targeting glycolysis is a promising therapeutic strategy [25]. Aberrant expression of Bcl-2-associated athanogene 3 (BAG3) can reprogram glucose metabolism in pancreatic ductal adenocarcinoma, thus increasing expression of Hexokinase II (HK-II) which is the first key enzyme of glycolysis by inducing IMP3 recruitment [26]. However, the detailed role and mechanism of glycolysis in PTC has not been elucidated. Moreover, recent studies report that aerobic glycolysis of cancer cells is accompanied by dysregulated lipid metabolism, and some key factors of lipid metabolism may play a role in glycolysis of cells [27]. Apolipoprotein E (APOE) is the main component of plasma lipoproteins responsible for cholesterol transport and metabolism [28]. Although the role of APOE in cholesterol homeostasis and its regulatory mechanism in atherosclerosis and Alzheimerʼs disease (AD) are well known, the role and mechanism of APOE in cancer remains elusive [29]. APOE expression is significantly upregulated in gastric cancer and is correlated with shorter survival. In addition, APOE upregulation is positive correlated with muscular invasion, thus it is a potential biomarker for predicting extent of invasion [30]. However, expression profile and function of APOE in PTC is still unclear.

The current study explored the role of m^6^A modification in PTC. The anti-oncogene role of demethylases FTO and its relationship with clinicopathological features in PTC as then explored. Mechanistic studies showed that FTO regulates glycolysis and growth of PTC, which is dependent on m^6^A modification of APOE. Further analysis showed that FTO exerts its activity by modulation the IL-6/JAK2/STAT3 signaling pathway. The findings of the current study provide new insight into the potential mechanism of m^6^A modification in modulating glycolysis and growth of PTC.

## Material and methods

### Human specimens and cell lines

A total of 150 paired PTC tissue samples and their adjacent non-cancerous thyroid tissue samples were obtained from the Thyroid Surgery Department of the First Hospital of China Medical University between 2017 and 2018. One hundred pairs of PTC tissues and adjacent non-cancerous tissues (Cohort 1) were used in quantitative real-time reverse transcription PCR (qRT-PCR), 30 pairs (Cohort 2) were used for immunohistochemistry and 20 pairs (Cohort 3) were used for western blotting. Immunohistochemistry was performed on formalin-fixed and paraffin-embedded (FFPE) tissue specimens, while qRT-PCR and western blotting were performed on fresh frozen tissue specimens. All tissue specimens were independently confirmed by two pathologists. Written informed consent was obtained from all study participants. This study was approved by the Ethics Committee of the First Hospital of China Medical University. Human thyroid follicular epithelial cell line Nthy-ori3–1 and PTC cell lines including TPC1, K1, IHH4 and BCPAP were used in the current study. The source and culture method of these cell lines are described in additional file 2: supplementary materials and methods.

### Cell transfection and lentivirus infection

FTO, APOE, IGF2BP1, IGF2BP2, IGF2BP3 and NC siRNAs were obtained from Gene Pharma (Suzhou, China), their sequences are presented in Additional file 1 (Table S2). Transfections were performed using Lipofectamine 3000 (Invitrogen, Waltham, MA, USA) according to the manufacturer’s instructions. Recombinant lentiviruses containing sh-FTO or sh-APOE were constructed to stably knockdown FTO or APOE stably. Non-targeting shRNA (sh-NC) was used as negative control. FTO or APOE were overexpressed using recombinant lentiviruses containing complete coding sequences of these genes. In addition, we cloned the amplified mutant FTO-CDS from pcDNA3.1_mutFTO (carrying H231A and D233A, which disrupt the demethylase activity of FTO) into lentivector-based pMIRNA1 according to the methods of Li et al. [31] and Jia et al. [32]. Empty lentivirus (Vector) was used as negative control. All lentivirus vectors were constructed by Obio Technology (Shanghai, China). Infected cells were selected by puromycin. Transfection and infection efficiency were determined using qRT-PCR and western blotting.

### Seahorse metabolic analysis

Extra cellular acidification rate (ECAR) and oxygen consumption rate (OCR) were determined using Seahorse XF Glycolysis Stress Test Kit and Seahorse XF Cell Mito Stress Test Kit (Agilent Technologies, Palo Alto, CA), respectively. Transfected PTC cells were seeded into Seahorse dedicated 96-well cell culture plates overnight. Glucose, oligomycin and 2-deoxy-glucose (2-DG) were sequentially added to the corresponding well on the sensor cartridge for ECAR measurement. Oligomycin, FCCP and Antimycin A & Rotenone were sequentially added to the corresponding well for OCR determination. The prepared cell plate was then analyzed by Seahorse XFe96 Analyzer and data were analyzed using Seahorse Wave software.

### Glucose uptake and lactate production

Glucose uptake was determined using Glucose Colorimetric Assay Kit (BioVision, USA) according to the manufacturer’s protocols. Transfected PTC cells were seeded into 6-well plates and incubated for 48 h. Glucose enzyme mix specifically oxidizes glucose, to generate a product which reacts with a dye to generate color (OD 570 nm). Glucose content in the cell culture medium was determined and cells in each well were counted to normalize glucose concentration. Glucose uptake was determined indirectly by determining the remained glucose content in cell culture medium.

Lactate production was determined using Lactate Colorimetric Assay Kit (BioVision, USA) according to the manufacturer’s protocols. Lactate specifically reacts with an enzyme mix to generate a product, which interacts with lactate probe to produce color (OD 570 nm). Lactate production in the cell culture medium was detected and cells in each well were counted to normalize lactate concentration.

### Luciferase reporter assay

Fragments from APOE containing the wild-type m^6^A motifs (APOE-Wt) and mutant m^6^A motifs (m^6^A was replaced by C, APOE-Mut) were subcloned into pMIR-REPORT firefly luciferase vector (Obio Technology, Shanghai, China). Wild type and mutant APOE luciferase plasmids were co-transfected with empty, sh-FTO and FTO plasmids, using Renilla luciferase expressing vector pRL-TK (Promega, Madison, WI, USA). Relative luciferase activity was determined using dual-luciferase reporter assay system (Promega, Madison, USA). Relative firefly luciferase activity normalized to Renilla luciferase activity was then determined.

### Transcriptome-sequencing (RNA-seq) and methylated RNA immunoprecipitation sequencing (MeRIP-seq)

RNA-seq and MeRIP-seq were performed by Cloud-Seq Biotech (Shanghai, China). rRNAs were eliminated from the total RNA before performing RNA-seq and RNA libraries were constructed. Quality control and quantification of the library was conducted and RNA-seq was performed on Illumina HiSeq instrument using 150 bp paired-ended mode. For m^6^A-sequencing, MeRIP was performed using GenSeqTM m^6^A-MeRIP Kit (GenSeq, China) following the manufacturer’s instructions. Both the input samples without immunoprecipitation and the m^6^A IP samples were used for construction of the RNA-seq library. m^6^A-sequencing was performed on Illumina HiSeq instrument using 150 bp paired-ended mode after evaluating quality of the library. We extracted the sequences of the first 1000 peaks with the largest enrichment multiples for each group (50 bp on both sides of the vertex) from MeRIP-seq data and then scanned them with dreme software to identify meaningful motif sequences [10, 33].

### MeRIP assays

Total RNA was extracted by RNAiso Plus (Takara, Japan), and DNAse was added to remove DNA. MeRIP assays were performed using the m^6^A RNA Enrichment Kit (Epigentek, USA) according to the manufacturer’s protocols. Target m^6^A-containing fragments were pulled down using a beads-bound m^6^A capture antibody, and RNA sequences in both ends of the m^6^A-containing regions were cleaved using Cleavage Enzyme Mix. The enriched RNA was then released, purified and eluted. QRT-PCR was performed following MeRIP to quantify changes in target gene m^6^A methylation.

### RNA immunoprecipitation (RIP) assays

RNA immunoprecipitation (RIP) assays were conducted using Magna RIP Kit (Millipore, New Bedford, MA) according to the manufacturer’s protocols. Cells were lysed with appropriate amount of complete RIP Lysis Buffer. RNA-binding protein were immunoprecipitated using anti-IGF2BP2 antibody (Proteintech, USA) and normal rabbit IgG. The co-precipitated RNAs were purified and dissolved in RNase-free water. Binding RNA targets were analyzed using qRT-PCR.

### Nude mice xenograft model and ^18^F-FDG PET imaging

Five weeks old female athymic BALB/c nude mice were purchased from Beijing HFK bioscience Co., Ltd. (Beijing, China) and used to construct the xenograft tumor model. Transfected K1 or TPC1 cells were injected into the subcutaneous tissue of the mouse. After 4 weeks, the mice were euthanized, and tumors were excised and weighed. Tumor volume was calculated using the formula: Tumor volume (mm^3^) = longer diameter × shorter diameter^2^/2. Mice were fasted for 8 h and administered with approximately 200-300 μCi of ^18^F-FDG through the lateral tail vein after being anesthetized by 1% pentobarbital sodium a day before they were euthanized. Mice were maintained in a cage at room temperature for 1 h, then placed in the prone position on the examination bed for micro-PET and micro-CT imaging. ^18^F-FDG uptake was quantified by drawing region of interest (ROI) using Metis Viewer software and plotting maximum standardized uptake values (SUVmax). All animal experiments were conducted in accordance with the principles and procedures outlined in the guidelines of the Institutional Animal Care and Use Committee of China Medical University.

### Statistical analysis

All statistical analyses were performed using SPSS 19.0 software (IBM, Chicago, USA) and GraphPad Prism 8.3.0 software (San Diego, USA). All experiments were performed in triplicates, and data were presented as mean ± standard deviation (SD). Comparisons between groups were performed using Student’s t test or analysis of variance. Differences in relative expression levels of FTO and APOE in PTC tissues and adjacent non-cancerous tissues were analyzed using Wilcoxon signed-rank test. Correlation between FTO or APOE expression levels and the patients’ clinicopathological characteristics were analyzed using chi-squared test. Statistical significance was indicated by *p*-values < 0.05. Raw sequencing data were uploaded to Gene Expression Omnibus (GEO) database with the accession number GSE181047.

Detailed materials and methods are presented in Additional file 2: supplementary materials and methods.

## Results

### Abnormal m^6^A modification is observed and FTO is downregulated in PTC

To explore the role of the m^6^A modification in PTC, differential expression of m^6^A modification enzymes was determined in PTC tissues and normal thyroid tissues using public clinical databases including The Cancer Genome Atlas (TCGA) and GEO. Analysis using TCGA dataset showed that mRNA of the methylases METTL3, METTL14 and WTAP, as well as the demethylases FTO and ALKBH5 were significantly downregulated in PTC tissues compared with the expression level in normal tissues (Fig. 1a). In addition, the findings showed that expression of FTO was significantly downregulated in the 3 GEO datasets (GSE60542, GSE27155 and GSE3467) of PTC tissues compared with the expression in normal tissues (Fig. 1b). Expression level of m^6^A modification enzymes in the 30 pairs of PTC tissue samples in the current study was determined by qRT-PCR and the findings showed that the mRNA expression of FTO was downregulated in the PTC tissues (Fig. 1c). Consistent with our findings, the overall level of m^6^A was higher in PTC tissues compared with the level in the paired non-cancerous tissues (Fig. 1d). To further explore downregulation of FTO in PTC tissues, the tissue sample size was increased to 100 pairs and qRT-PCR analysis showed that FTO mRNA was downregulated in PTC tissues compared with the expression level in paired non-cancerous tissues (Fig. 1e). Analysis of the relationship between FTO expression and clinicopathological features showed that expression of FTO was significantly negatively correlated with extrathyroidal extension (*p* = 0.004) and lymph node metastasis (*p* = 0.035) (Table 1). In addition, we found that FTO expression was significantly negatively correlated with tumor size (*p* = 0.031) in TCGA database (Additional file 1: Fig. S4). Further, protein expression of FTO was determined in 30 paired PTC tissue samples by immunohistochemistry. The findings showed that FTO protein level was significantly downregulated in PTC tissues and mainly localized in the nuclei of PTC cells (Fig. 1f). Moreover, analysis by western blotting showed downregulation of protein expression of FTO in PTC tissues (Fig. 1g). These findings indicate that FTO is significantly downregulated in PTC and may play a role in regulation of PTC progression through m^6^A modification.

**Fig. 1:**
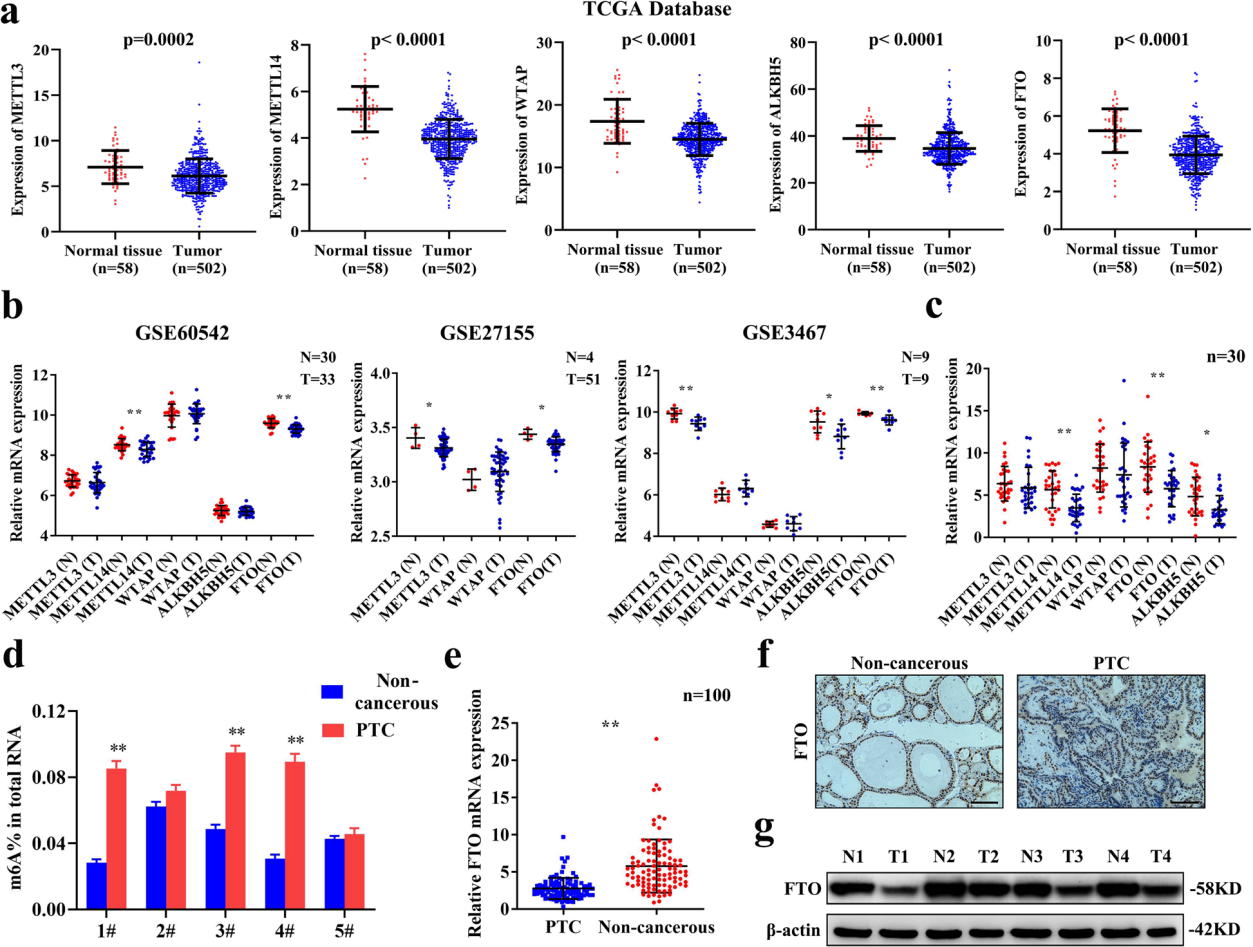
FTO is downregulated and the total m^6^A level was increased in PTC. **a-b** Expression level of m^6^A modification enzymes in TCGA and GEO database (GSE60542, GSE27155 and GSE3467). **c** Relative expression levels of m^6^A modification enzymes in 30 pairs PTC tissues and paired non-cancerous tissues as determined by qRT-PCR. **d** Total m^6^A levels in 5 pairs PTC samples as determined by m^6^A RNA Methylation Quantification Kit. **e** Relative expression levels of FTO in 100 pairs of PTC tissues and adjacent non-cancerous tissues as determined by qRT-PCR. **f** Representative photographs of IHC staining for FTO protein expression in PTC tissues and adjacent non-cancerous tissues (Cohort 2). Scale bars: 50 μm (400X). **g** Representative photographs of western blotting for FTO protein expression in PTC tissues (T) and paired non-cancerous tissues (N) (Cohort 3). *P < 0.05, **P < 0.01

**Table 1:** Correlation between FTO expression and clinicopathological features in patients with PTC (*n* = 100)

Characteristic	n	FTO		***P*** value
		High expression (%)	Low expression (%)	
Gender				
Male	33	14 (42.4)	19 (57.6)	0.229
Female	67	37 (55.2)	30 (44.8)	
Age (Years)				
< 55	41	25 (61.0)	16 (39.0)	0.096
≥ 55	59	26 (44.1)	33 (55.9)	
Tumor size (cm)				
< 2	47	28 (59.6)	19 (40.4)	0.106
≥ 2	53	23 (43.4)	30 (56.6)	
Extrathyroidal invasion				
Yes	33	10 (30.3)	23 (69.7)	0.004*
No	67	41 (61.2)	26 (38.8)	
Lymph node metastasis				
Yes	72	32 (44.4)	40 (55.6)	0.035*
No	28	19 (67.9)	9 (32.1)	
TNM stage				
I-II	85	45 (52.9)	40 (47.1)	0.355
III-IV	15	6 (40.0)	9 (60.0)	

*P < 0.05

### FTO inhibits tumor growth in PTC in vitro and in vivo

Relative expression of FTO was determined in a normal human thyroid follicular epithelial cell line Nthy-ori3–1 and four PTC cell lines (K1, BCPAP, IHH4, and TPC1). The findings showed that FTO expression was significantly lower in TPC1 and K1 cell lines compared with the level in the Nthy-ori3–1 cell line. However, FTO expression in IHH4 and BCPAP was slightly lower compared with the level in the Nthy-ori3–1 cell line (Fig. 2a). Therefore, KI and TPC1 cell lines which showed consistency with the expression trend of FTO in PTC tissues for subsequent experiments. Effect of FTO on cell proliferation in vitro and in vivo was explored to determine the role of FTO in PTC. Efficiency of FTO knockdown and overexpression of FTO was verified by qRT-PCR and western blotting (Fig. 2b-c and Additional file 3: Fig. S1a-b). The findings showed that knockdown or overexpression of FTO increased or decreased the global m^6^A modification level in PTC cells, respectively (Fig. 2d and Additional file 3: Fig. S1c). CCK-8 assays showed that FTO knockdown significantly promoted proliferation of PTC cells, and similar findings were obtained using colony formation assays (Fig. 2e, f and Additional file 3: Fig. S1f, g). Furthermore, it showed that overexpression of FTO inhibited PTC cell proliferation, whereas FTO-mut TPC1 cells with deletion of the demethylation domain showed no effect on proliferation (Fig. 2g, h and Additional file 3: Fig. S1d, e). These findings indicate that FTO-induced PTC proliferation depends on its demethylases function. In addition, we found that the proportion of cells decreased significantly in G0/G1 phase and increased significantly in S phase after FTO knockdown through cell cycle analysis, whereas FTO overexpression showed the opposite effects (Additional file 3: Fig. S1h, i). This result shows that FTO could block the transition of cell cycle from G0/G1 phase to S phase, thereby inhibiting its proliferation. Subsequently, we constructed sh-NC and sh-FTO stable cell lines and performed nude mice xenograft model experiments after confirming that FTO expression in sh-FTO group was significantly lower than that in sh-NC group (Additional file 3: Fig. S1j). Findings from in vivo experiments showed that knockdown of FTO significantly increased K1 tumor growth (Fig. 2i, j) and tumor weight (Fig. 2k) in xenograft mouse models. Furthermore, overexpression of FTO significantly reduced TPC1 tumor growth (Fig. 2l, m) and tumor weight (Fig. 2n) in xenograft mouse models. However, effect of FTO on tumor growth was not observed in vivo after overexpression of FTO-mut (Fig. 2l-n). These findings indicate that FTO inhibits tumor growth in PTC through its demethylation domain.

**Fig. 2:**
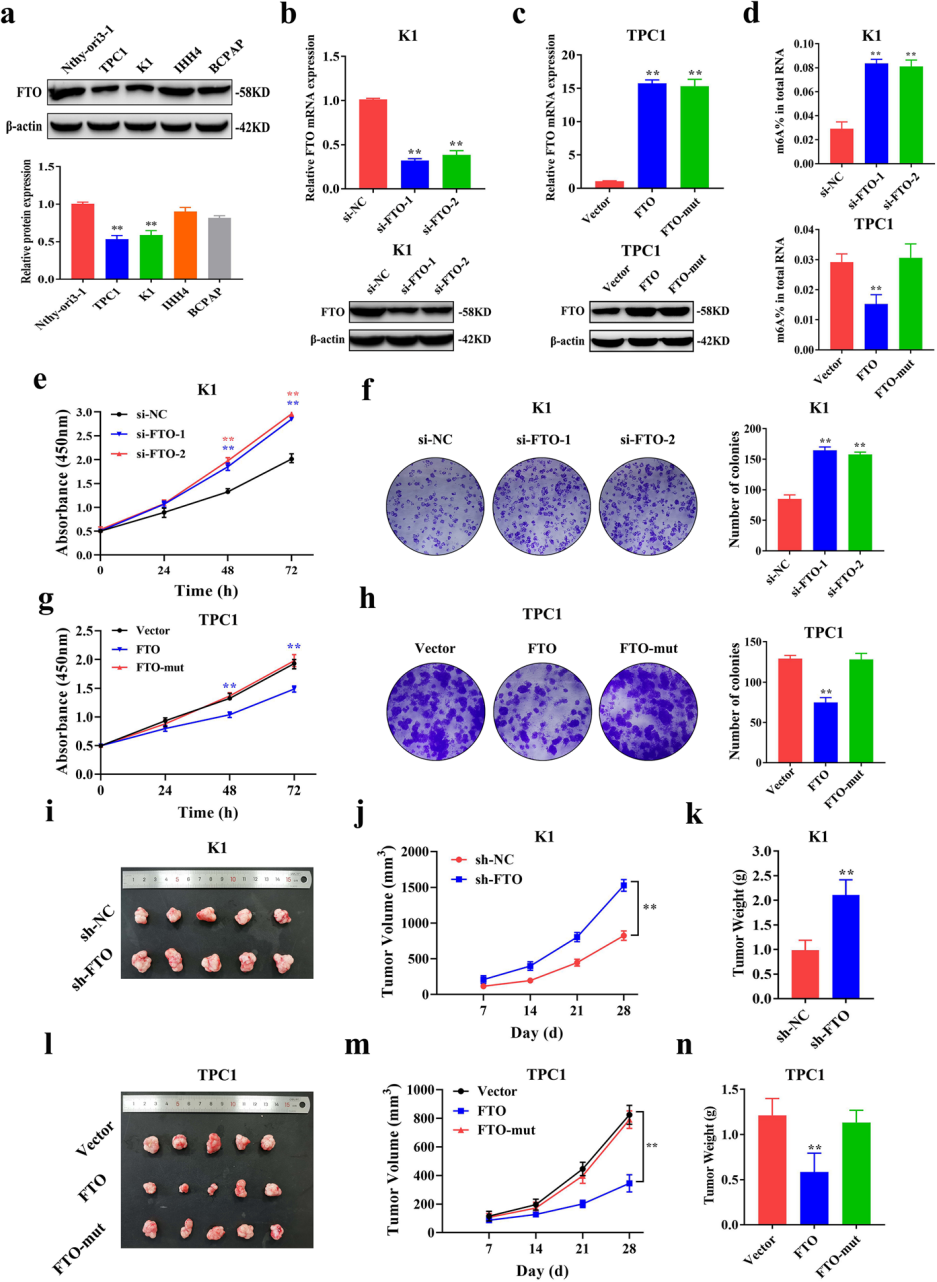
FTO inhibits PTC cell proliferation in vitro and in vivo. **a** Relative protein expression of FTO in the normal thyroid follicular epithelial cells and PTC cells as determined by western blotting. **b** Knockdown efficiency of si-FTO-1/2 in K1 cells as determined by qRT-PCR and western blotting. **c** Overexpression efficiency of FTO and FTO-mut in TPC1 cells as determined by qRT-PCR and western blotting. **d** Total m^6^A modification levels after FTO knockdown or overexpression in PTC cells as determined by m^6^A RNA Methylation Quantification Kit. **e-f** CCK-8 assay (**e**) and colony formation assay (**f**) showing proliferation ability in K1 cells after FTO knockdown. **g-h** CCK-8 assay (**g**) and colony formation assay (**h**) showing proliferation ability after FTO overexpression in TPC1 cells. **i** Representative image of subcutaneous tumors excised from nude mice model administered with K1 cells infected with sh-NC and sh-FTO (*n* = 5). **j-k** Tumor volumes (**j**) and tumor weights (**k**) were determined after excision from nude mice in the above-mentioned groups. **l** Representative image of subcutaneous tumors excised from nude mice model administered with TPC1 cells infected with empty vector, FTO and FTO-mut. **m-n** Tumor volumes (**m**) and tumor weights (**n**) were determined after excision from nude mice model in the above-mentioned groups. *P < 0.05, **P < 0.01

### FTO inhibits PTC growth by modulating glycolysis

Further analysis was conducted to explore the mechanism of action of FTO in modulating growth of PTC. FTO can maintain energy homeostasis by controlling energy consumption [34]. However, studies have not fully elucidated whether FTO plays a role in energy metabolism in PTC. To explore the regulatory effect of FTO on PTC energy metabolism, the effect of FTO on the glycolytic metabolism of PTC was determined through ECAR of Seahorse metabolic analysis. The findings showed that knockdown of FTO significantly increased ECAR levels in K1 and TPC1 cells (Fig. 3a and Additional file 3: Fig. S2a), implying that it can inhibit glycolysis in PTC. Moreover, analysis showed that OCR level was decreased after FTO knockdown, implying that it promoted mitochondrial oxidative phosphorylation in PTC, which also shows its inhibitory effect on glycolysis from the side (Additional file 3: Fig. S2b, c). Cancer cells increase glucose uptake to compensate for the lower efficiency of ATP produced by glycolysis compared with mitochondrial oxidative phosphorylation thus promoting uncontrolled cell growth and division. Glycolysis results in high amounts of lactate which can be utilized as the main energy source by other cells, and glycolytic intermediates may be diverted into various biosynthetic pathways [23]. Extracellular glucose analysis showed that glucose uptake was significantly increased after FTO knockdown in PTC cells (Fig. 3b and Additional file 3: Fig. S2d). Extracellular lactate level was determined as an indicator of glycolysis and the findings showed significantly increased lactate production in PTC cells after FTO knockdown (Fig. 3c and Additional file 3: Fig. S2e). The process of aerobic glycolysis involves several enzymes. Further analysis of regulatory mechanism of glycolysis was performed by determining expression levels of key enzymes in glycolysis after FTO knockdown. QRT-PCR analysis showed that GLUT1, HK-II and LDHA mRNA level were significantly upregulated after FTO knockdown in K1 cells (Fig. 3d). Western blotting showed that protein expression level of GLUT1, HK-II and LDHA were significantly upregulated after FTO knockdown (Fig. 3e and Additional file 3: Fig. S2f), further confirming the effect of FTO on glycolytic enzymes. PTC cells were treated with glycolysis inhibitor, 2-DG, and the findings showed that 2-DG inhibited proliferation and colony formation caused by FTO knockdown (Fig. 3f, g and Additional file 3: Fig. S2g, h). This finding indicated that FTO affects cell proliferation by modulating glycolysis. Further, effect of FTO on glycolysis in vivo was determined using ^18^F-FDG PET ([^18^F]-fluoro-2-deoxyglucose positron emission tomography) to determine glucose uptake in mice tumor. PET-CT findings showed that glucose uptake in xenograft mouse tumor model was significantly increased after FTO knockdown compared with the control (Fig. 3h).

**Fig. 3:**
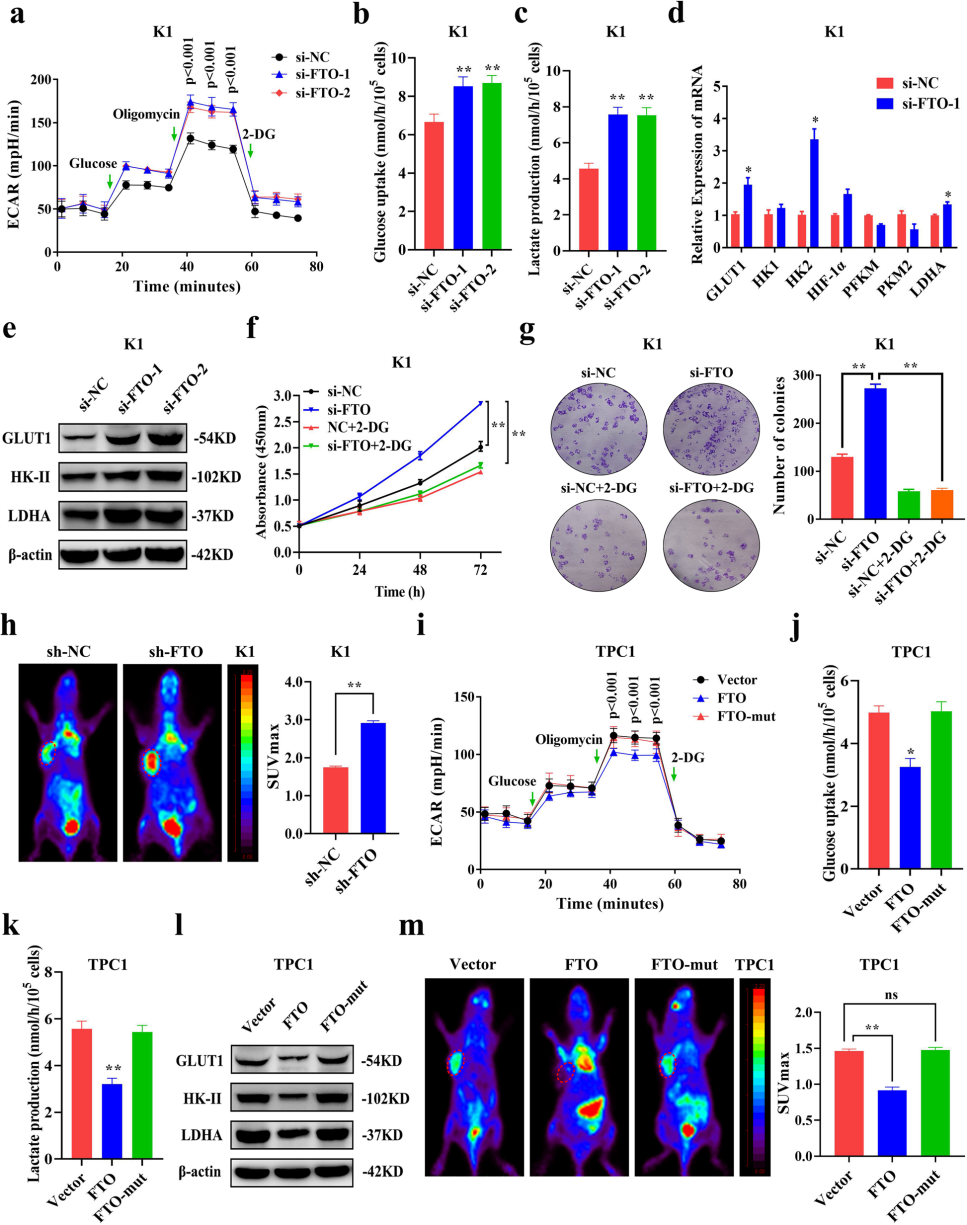
FTO inhibition of PTC growth by modulating glycolytic metabolism in vitro and in vivo. **a** Extra cellular acidification rate (ECAR) as determined by Seahorse metabolic analysis after transfection with si-NC and si-FTO in K1 cells. **b-c** Glucose uptake (**b**) and Lactate production (**c**) were determined after transfected with si-NC and si-FTO in K1 cells. **d** mRNA expression level of glycolytic enzymes was determined by qRT-PCR after FTO knockdown. **e** Protein expression level of GLUT1, HK-II and LDHA were determined by western blotting after FTO knockdown in K1 cells. **f-g** CCK-8 assay (**f**) and colony formation assay (**g**) showing proliferation ability after transfection with si-NC or si-FTO and simultaneous treatment with or without 2-Deoxyglucose (2-DG) in K1 cells. **h** Representative images of ^18^F-FDG uptake by micro-PET imaging in sh-NC and sh-FTO xenograft mouse models. Tumor glucose uptake is marked by red circles and maximum uptake values (SUVmax) for xenografts determined by FDG-PET are shown. **i** ECAR as determined by Seahorse metabolic analysis after FTO overexpression in TPC1 cells. **j-k** Glucose uptake (**j**) and Lactate production (**k**) were determined after FTO overexpression in TPC1 cells. **l** GLUT1, HK-II and LDHA protein expression levels as determined by western blotting after FTO overexpression in TPC1 cells. **m** Representative images of ^18^F-FDG uptake by micro-PET imaging in FTO overexpression xenograft mouse models. Tumor glucose uptake is indicated by red circles and maximum uptake values (SUVmax) for xenografts determined by FDG-PET are shown. *P < 0.05, **P < 0.01

Gain of function assays showed that overexpression of FTO significantly decreased ECAR levels, glucose uptake and lactate production in PTC cells (Fig. 3i-k and Additional file 3: Fig. S2i-k). Furthermore, OCR levels were significantly increased in PTC cells (Additional file 3: Fig. S2l, m). Moreover, GLUT1, HK-II and LDHA protein expression were significantly downregulated after FTO overexpression (Fig. 3l and Additional file 3: Fig. S2n). Overexpression of FTO significantly reduced glucose uptake in mice (Fig. 3m). However, the effect on glycolysis was not observed both in vitro and in vivo after overexpression of FTO-mut (Fig. 3i-m and Additional file 1: Fig. S2m), indicating that FTO modulates glycolysis through its demethylation domain. In summary, these findings indicate that FTO inhibits PTC progression by modulating glycolysis.

### RNA-seq and MeRIP-seq identified APOE as a direct target for FTO

To explore the downstream potential targets of FTO in PTC, RNA-seq was performed to determined differentially expressed genes (DEGs) of the si-NC group and si-FTO group using K1 cells. The findings showed that 490 genes were significantly downregulated, whereas 675 genes were significantly upregulated after FTO knockdown (Fig. 4a). 

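K1 is an established papillary thyroid cancer cell line. The MeRIP-seq experiment in these cells had 12 libraries: 3 m6A IP and 3 input libraries of the si-NC group, and the same numbers for the si-FTO group. In MeRIP-seq, RNA fragments are captured with an antibody against m6A, and a peak is a stretch of transcript with more reads in the IP than in the input. The authors deposited 1 peak list per IP library, with MACS peaks over input, hg19 positions, a gene and a transcript for each peak. The submitters' processing notes name CASAVA 1.8 and BWA. The fold enrichment, score and FDR of a peak are the authors' values for that peak in its own list, and the smallest score corresponds to a p-value of 1e-05. Read numbers were not used here, so the depth behind each peak is unknown. The highest number in the peak identifiers was 70469, 68972 and 98175 in si-NC replicates 1, 2 and 3, and 57034, 56265 and 56372 in si-FTO. The median FDR of a list was 50.4%, 99.6% and 47.45% in si-NC, and 41.15%, 47.2% and 46.1% in si-FTO. Peak calling thus differed between the groups, and its effect on which peaks were listed was not tested. The si-NC lists held 8429, 8458 and 8999 peaks, and the si-FTO lists held 7921, 8454 and 8240. These peaks were assigned to 5740 ± 185 genes (SD, n = 3 libraries) in the si-NC group and 5437 ± 164 (SD, n = 3) in the si-FTO group (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The mRNA of FTO itself had a peak on chromosome 16 from 53859776 to 53860403 in all 6 lists. Which FTO siRNA each si-FTO library received is not given in the sources used here, so the spread between them may include a difference between siRNAs. A peak does not measure the level of an mRNA, so the knockdown of FTO was not checked from these lists. Any pair of lists from one group shared 75.7% to 79.0% of their combined genes, and lists of different groups shared 67.3% to 72.7%. Groups were compared by the presence and overlap of peaks, because the fold of a peak in one list is not on a common scale with another list. Nothing in the sources used here says that the libraries came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.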

To verify whether changes in gene expression were attributed to FTO-mediated m^6^A modification, MeRIP-seq was performed to identify significantly elevated m^6^A modification after FTO knockdown in K1 cells. MeRIP-seq findings showed 2553 unique m^6^A peaks in si-NC group, 1989 unique m^6^A peaks in si-FTO group and 8496 shared m^6^A peaks in both groups (Fig. 4b). 

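Most m6A peaks lay in the same places in both groups. A group peak was a stretch covered by peaks of at least 2 of the 3 libraries, and 6538 of the 8420 si-NC group peaks (77.6%) overlapped one of the 8100 si-FTO group peaks by at least 1 bp. The other 1882 si-NC group peaks and 1591 si-FTO group peaks overlapped no group peak of the other group. Such a peak can still overlap a peak listed in 1 library of the other group. Of 15 genes of m6A writers, erasers and readers with a peak, 12 had one in all 6 lists, among them FTO, METTL14, WTAP, YTHDF2 and YTHDF3, beside 49.0% of all genes with a peak, a difference that was not tested. None of the 15 had a peak in all libraries of one group and none of the other, where fewer than 1 such gene would be found by the overall rate in each direction, too few for the exact test to separate from chance (p = 1.0). SLC2A1, which encodes the glucose transporter GLUT1, also had a peak in all 6 lists, on chromosome 1 from 43424305. The eraser ALKBH5 was listed in 1 si-NC library and in no si-FTO library. With a library left out, a group peak of that group needed both remaining libraries. The peaks unique to si-NC then numbered 1224, 1252 and 1122 without si-NC replicate 1, 2 and 3, and those unique to si-FTO 2304, 2149 and 2282, so that the order turned. Without si-FTO replicate 1, 2 and 3 the peaks unique to si-FTO numbered 1009, 980 and 1004, and those unique to si-NC 2492, 2783 and 2731.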

Consistent with previous studies, analysis showed that m^6^A peaks were highly enriched around the stop codon in si-NC and si-FTO groups (Fig. 4c). Mapping of m^6^A methylomes in K1 cells showed that ‘GGACU’ which was highly enriched in the m^6^A peaks was the most common m^6^A motif (Fig. 4d). 

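The m6A peaks of si-FTO cells averaged 25.0 bp longer than those of si-NC cells, a difference that did not pass the test. The mean peak length was 1061.5 ± 22.8 bp (SD, n = 3 libraries) in the si-NC group and 1086.6 ± 8.81 bp (SD, n = 3) in the si-FTO group (two-sided exact permutation test, p = 0.2). Over all peaks of a group, the mean was 1061.0 bp in si-NC and 1086.4 bp in si-FTO. The medians ran the other way, 679.0 ± 13.7 bp (SD, n = 3) in si-NC and 671.0 ± 14.1 bp (SD, n = 3) in si-FTO (two-sided exact permutation test, p = 0.5). Long single intervals are part of these means, such as the B3GNT7 peak on chromosome 2, which was 3391 bp in si-NC replicate 1 and 3434 bp in si-FTO replicate 1. In the list of si-FTO replicate 2 the peaks ranged from 200 to 12942 bp. The difference in mean length was 13.6 bp without si-NC replicate 3 and 14.4 bp in the upper 75 percent of fold enrichment. With 3 libraries in each group no p under 0.1 is possible. Stretches covered by a peak in any library of a group, another measure, averaged 1028.3 bp in si-NC and 1063.2 bp in si-FTO.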

The average peak lengths of si-NC and si-FTO group are 1002.86 and 1037.31 respectively. Gene ontology (GO) analysis showed that the differentially expressed transcripts were significantly enriched in gene sets involved in glucose transmembrane transporter activity, indicating that FTO plays an important role in glycolysis (Additional file 3: Fig. S3a). 

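Genes of cancer pathways were among those with a peak in one group alone, and their number did not pass a test against chance. Of 207 cancer pathway genes with a peak, from a list set before the data were examined, 111 had one in all 6 lists. PDGFRA, a receptor tyrosine kinase, ARNT and POLK had a peak in all 3 si-FTO libraries and no si-NC library, against 4.72 such genes by the overall rate (two-sided Fisher's exact test, adjusted p = 1.0). Of the same list, 8 genes had a peak in all 3 si-NC libraries and no si-FTO library, against 5.70 by the overall rate (adjusted p = 1.0 from the same exact test), among them the apoptosis inhibitor BCL2, HDAC2 and EPAS1. The peaks of POLK and EPAS1 had no common site: POLK was listed on chromosome 5 from 74807894 in si-FTO replicates 1 and 2 and from 74892047 in replicate 3, and EPAS1 on chromosome 2 from 46524541 in si-NC replicates 1 and 3 and from 46603678 in replicate 2. The pathway annotation that the authors' lists carry was tested as well, chosen after the data were seen, over the 2388 genes with any such annotation. The annotated set Pathways in cancer held 7 genes of regions with a peak in all si-FTO and no si-NC library, among them ARNT, CREBBP, FZD3 and ROCK2, where 5.83 would fall there by chance (two-sided Fisher's exact test, unadjusted p = 0.518). The regions of the opposite pattern held 8 such genes, where 6.23 would fall there by chance (unadjusted p = 0.401 from the same exact test). Counted by gene, the set held 2 genes in all si-FTO and no si-NC libraries, against 3.16 by chance (exact test, unadjusted p = 0.769). It held 7 genes of the opposite pattern, against 3.36 by chance (exact test, unadjusted p = 0.0782). Of 189 annotated pathways none had an adjusted p under 0.05 for the si-FTO regions by this test, and 8 had an unadjusted p under 0.05. RNA-seq expression values, the other part of the paper's gene selection, were not used here.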

Pathway analysis showed that ‘Pathways in cancer’ was significantly correlated with FTO-mediated m^6^A modification (Additional file 3: Fig. S3b). Then, we combined RNA-seq and MeRIP-seq data according to the items with the same gene name and screened out mRNAs that were differentially expressed and had significantly higher m^6^A modification levels following FTO knockdown according to the criteria of fold change > 2 and *p*-value < 1.0e-5. 

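A set of transcript regions carried an m6A peak in every library of one group and in none of the other. Of 12995 regions merged from the 6 lists, 380 had a peak in all 3 si-FTO libraries and no si-NC library, and 416 had the opposite pattern. Peaks in the 380 regions were assigned to 353 genes and those in the 416 regions to 404, with 13 genes in both. Of the 353 genes, 158 also had the si-FTO pattern when all peaks of the gene were counted. Counted in that way by gene name, 174 genes had the si-FTO pattern and 210 the opposite one, of 7623 with a peak in any list. Of the 760 genes with a peak in exactly 3 lists, 38.0 would fall into each of these groups if the 6 lists were interchangeable. Single genes cannot pass a test here, since 3 libraries against 3 give no exact p under 0.1.

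**Figure D1:**
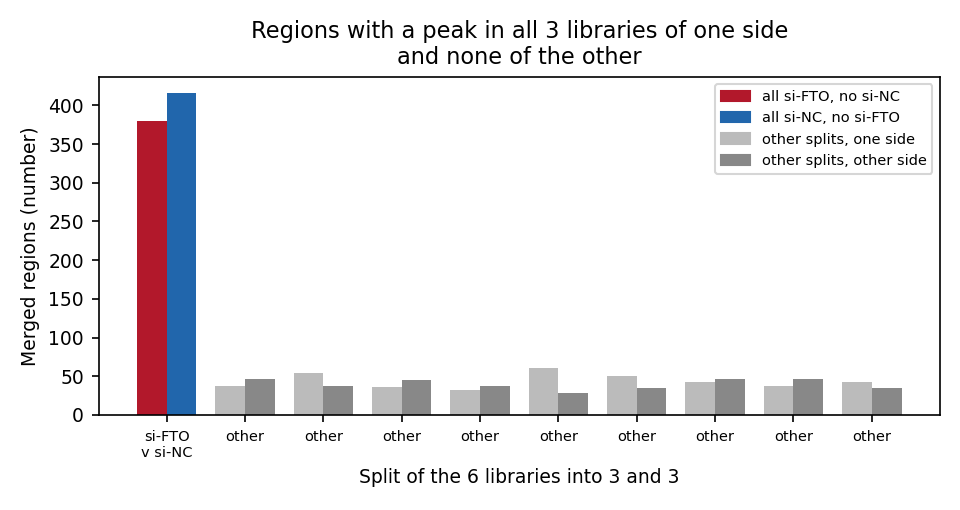
Number of merged regions (y axis) with a peak in all 3 libraries of one side and none of the other, for each of the 10 splits of the 6 libraries into 3 and 3 (x axis). The split into si-FTO (red) and si-NC (blue) gives 380 and 416 regions, and no other split (gray) exceeds 61.

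Among genes listed in all si-FTO and no si-NC libraries, the splicing factor gene SRSF11 ranked highest within its lists, with a peak on chromosome 1 from 70716291 and fold enrichments of 38.08, 27.32 and 29.58 in the authors' lists. Among the next were AC026740.1, IQCD, NBPF14, the ribosomal protein gene RPL22, SOWAHD, the transcription factor gene EGR2, the Polycomb gene BMI1 and LRRC40. NBPF14 belongs to a family of near-identical copies that can share reads, so its assignment is uncertain, and its peaks had no site common to the 3 si-FTO lists. In the opposite direction, the cadherin gene CDH6 ranked highest, with a peak on chromosome 5 from 31193762 to 31193993 in all 3 si-NC lists, followed by OAZ2, NUTM2A, LHX1, SEPT11, SH3D21, PDCD1LG2, which encodes the immune checkpoint ligand PD-L2, FBXL14, GPR135 and CLK3. Of 13 genes of glycolysis, its regulation, lactate transport and pyruvate entry with a peak, none was in all si-FTO and no si-NC libraries (two-sided Fisher's exact test, adjusted p = 1.0). By the overall rate 0.297 would be, too few for the exact test to separate from chance. GPI, glucose-6-phosphate isomerase, was in all si-NC and no si-FTO libraries, against 0.358 by the overall rate (adjusted p = 1.0 from the same exact test). Of 9 glucose transporter genes with a peak, SLC2A12 was in all si-FTO and no si-NC libraries, against 0.205 by the overall rate (adjusted p = 0.751 from the same exact test). Its peak stood at percentile 14.8, 0.597 and 31.1 of fold enrichment within the lists of si-FTO replicates 1, 2 and 3. The GPI peak stood at percentile 25.1, 2.49 and 6.81 within those of si-NC replicates 1, 2 and 3. The genes LDHA, PFKM and PKM had no listed peak, and HK2 was listed in 2 si-NC libraries and 1 si-FTO library. The HK2 peaks lay at different sites on chromosome 2, from 75107392 in si-NC and from 75059795 in si-FTO. When all lists were shortened to 7921 peaks, an alternative chosen after the data were seen, the order turned, with 196 genes in all si-FTO and no si-NC libraries and 178 genes in the opposite group, and 420 and 349 regions. Without si-FTO replicate 1 the regions turned as well, to 563 in all si-FTO and 525 in all si-NC libraries alone. Without si-NC replicate 1 the 210 genes became 329, and the 416 regions became 648, or 666 without si-NC replicate 2.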

After obtaining 356 DEGs (353 upregulated genes and 3 downregulated genes) encompassing 628 increased m^6^A peaks from sequencing data, we queried their expression in PTC tissues and normal thyroid tissues using public databases such as TCGA database. Subsequently, we employed qRT-PCR to identify the expression of DEGs in PTC, which were predicted from the public database in our own paired PTC tissue samples. Finally, we identified seven genes containing 13 m^6^A peaks for further functional experiments and discovered that APOE might be the key gene for FTO-mediated m^6^A modification as it could modulate glycolytic metabolism of PTC. 

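The 7 genes of Fig. 4e differed in where their peaks were listed. APOE was the one of them with a peak in all 3 si-FTO libraries and no si-NC library. B3GNT7, a glycosyltransferase gene, and the transcription factor genes FOXQ1 and PRDM1 had peaks in all 6 lists. The protease inhibitor gene SPINT1 had a peak in si-FTO replicates 1 and 2, FBXO2 in si-FTO replicate 1, and CYP1B1, a cytochrome P450 gene, in si-NC replicate 2 alone. Together the 7 genes had 8 distinct peak regions in the si-FTO lists and 5 in the si-NC lists. The 3 si-NC lists held 2 PRDM1 intervals each, on chromosome 6 from 106552700 and from 106554786, and each si-FTO list held 1 of the 2, at fold enrichments of 9.83 to 12.4 in the authors' si-FTO lists and 5.08 to 7.74 in their si-NC lists, which are not on a common scale. The SPINT1 peaks of si-FTO replicates 1 and 2 lay at different positions on chromosome 15, from 41145909 and from 41136643. The paper chose these genes from these libraries together with RNA-seq, TCGA and qRT-PCR data, so the count of 1 in 7 is not independent of them (two-sided Fisher's exact test against other genes with a peak, adjusted p = 0.747).

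**Figure D2:**
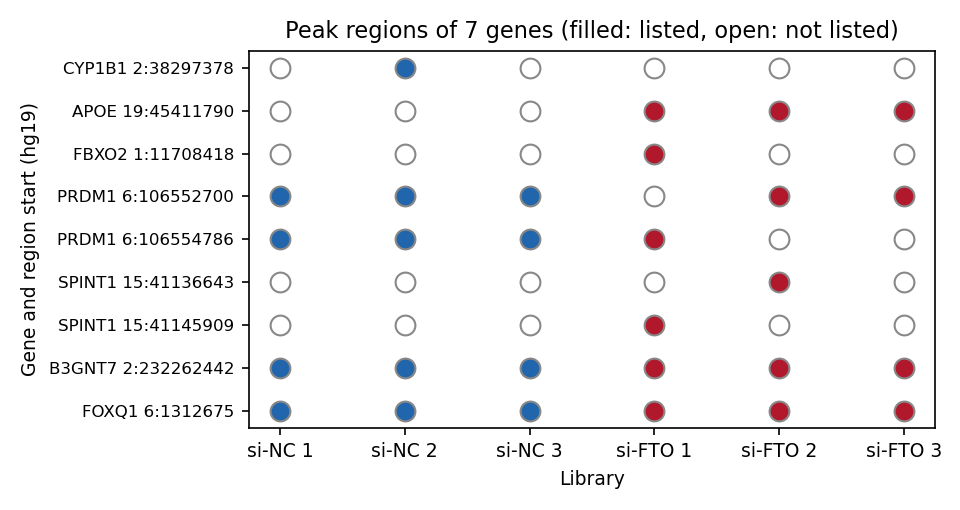
Presence of each peak region of the 7 genes (y axis, gene with chromosome and region start in hg19) in each library (x axis). Filled circles mark listed peaks, blue for si-NC and red for si-FTO, and open circles mark libraries without one; the APOE row is filled in the 3 si-FTO libraries alone.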

(Fig. 4e). Analysis of MeRIP-seq data using Integrative Genomics Viewer (IGV) software showed that APOE mRNA had one m^6^A peak, which was detected near the stop codon and was significantly higher after FTO knockdown (Fig. 4f). However, expression and biological function of APOE in PTC should be further elucidated. Therefore, APOE was selected as the optimal target for FTO-mediated m^6^A modification for subsequent analysis.

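APOE, which encodes the lipid transport protein apolipoprotein E, had 1 listed m6A peak in each si-FTO library and none in any si-NC library. The interval was identical in the 3 si-FTO lists, on chromosome 19 of hg19 from 45411790 to 45412652, a length of 863 bp, assigned to transcript NM_000041. Its fold enrichment of IP over input in the authors' lists was 4.02, 4.78 and 3.48 in si-FTO replicates 1, 2 and 3. Within its own list the peak stood at percentile 8.24, 18.9 and 3.71 of fold enrichment. The authors' FDR for the peak was 64.1%, 60.4% and 69.4%, where the median over all peaks of those lists was 41.15%, 47.2% and 46.1%, and all but 3 peaks of the 6 lists had an FDR above 5%. A pattern of 3 libraries against 0 has an exact p of 0.1, and a peak below the calling threshold is not listed. Of 17 genes of cholesterol and lipoprotein metabolism with a peak, APOE was the one in all si-FTO and no si-NC libraries (two-sided Fisher's exact test, adjusted p = 0.812), and LRP1, a receptor that binds apolipoprotein E, was the one in all si-NC and no si-FTO libraries (adjusted p = 1.0). The paper states from IGV that the APOE peak was higher after FTO knockdown. Its later experiments report more APOE mRNA and, by MeRIP-qPCR, more m6A on that mRNA after the knockdown. The paper proposes APOE as the key gene because it could modulate glycolytic metabolism, and selects it for its further experiments. The distance of the interval to the stop codon was not analysed here.

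**Figure D3:**
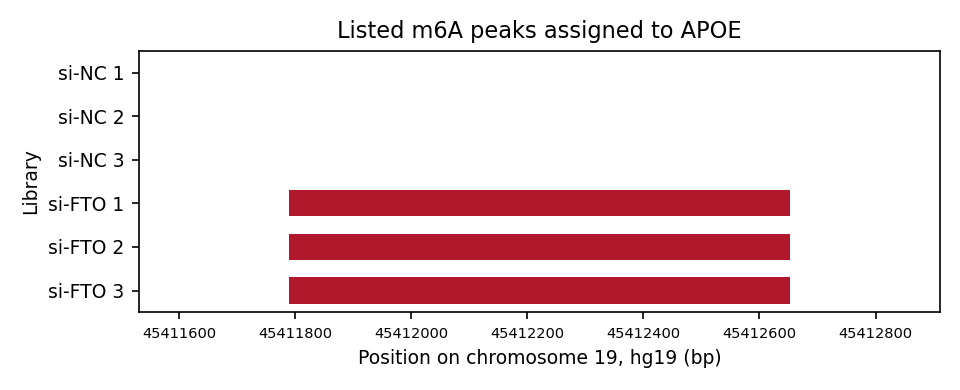
Map of the listed peaks assigned to APOE in each library (y axis) along chromosome 19 of hg19 (x axis, bp). Red bars span 45411790 to 45412652 in the 3 si-FTO libraries, and the si-NC rows hold no peak.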

**Fig. 4:**
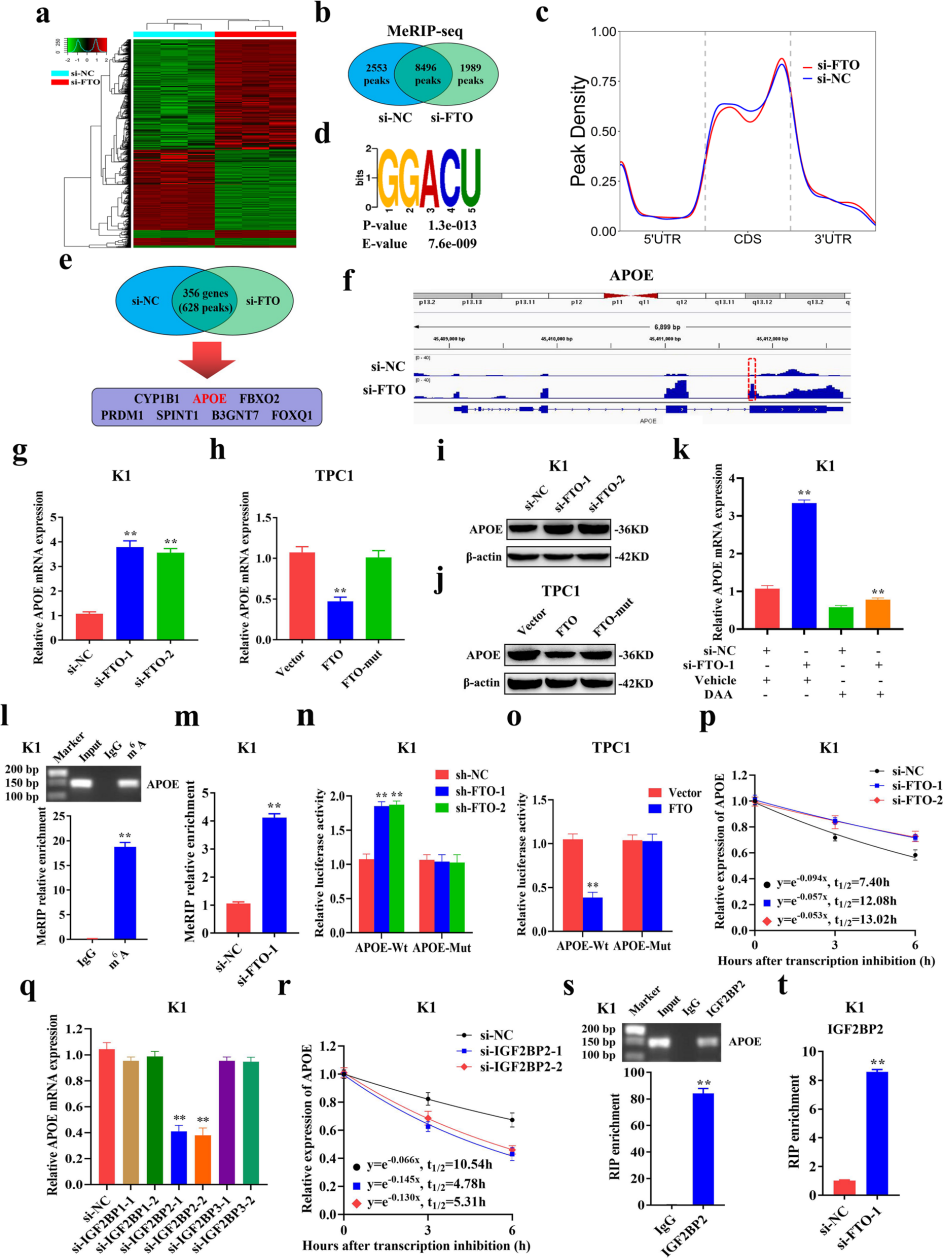
APOE mRNA is regulated by FTO-mediated m^6^A modification through the m^6^A reader IGF2BP2. **a** Differentially expressed genes between si-NC group and si-FTO group in K1 cells as determined by RNA-sequencing. **b** Peak profiles in m^6^A modification after FTO knockdown in K1 cells as shown by MeRIP-sequencing. **c** Distribution of m^6^A peaks in mRNA transcripts of K1 cells. **d** The m^6^A consensus motif present in K1 cells. **e** Differentially expressed genes accompanied with elevated m^6^A peaks after FTO knockdown were filtered and APOE was identified as the direct target of FTO. **f** m^6^A modification of APOE mRNA was visualized by Integrative Genomics Viewer (IGV) software after FTO knockdown. The significantly increased m^6^A peak is indicated by red rectangles. **g-j** APOE mRNA and protein expression level as determined by qRT-PCR and western blotting after FTO knockdown or overexpression in PTC cells. **k** Relative APOE mRNA expression as determined by qRT-PCR after transfection with si-NC or si-FTO and simultaneous treatment with or without 3-deazaadenosine (DAA, a global methylation inhibitor) in K1 cells. **l** Direct binding between m^6^A antibody and APOE mRNA was validated by agarose electrophoresis and MeRIP assays in K1 cells. **m** Relative enrichment of m^6^A antibody and APOE mRNA as determined by MeRIP-qPCR after FTO knockdown in K1 cells. **n-o** Relative luciferase activity of APOE-Wt and APOE-Mut as determined after FTO knockdown or overexpression in PTC cells. **p** Half-life (t_1/2_) of APOE mRNA as determined by qRT-PCR after FTO knockdown in K1 cells. **q** Relative expression of APOE mRNA as determined by qRT-PCR after IGF2BP1–3 knockdown in K1 cells. **r** Half-life (t_1/2_) of APOE mRNA as determined by qRT-PCR after IGF2BP2 knockdown in K1 cells. **s** Direct binding between IGF2BP2 protein and APOE mRNA as validated by agarose electrophoresis and RIP assays in K1 cells. **t** Relative enrichment of IGF2BP2 protein and APOE mRNA as determined by RIP-qPCR after FTO knockdown in K1 cells. *P < 0.05, **P < 0.01

### FTO regulates APOE mRNA stability through m^6^A modification mediated by IGF2BP2

Consistent with sequencing analysis, the findings showed that knockdown or overexpression of FTO upregulated or downregulated expression of APOE at mRNA and protein levels (Fig. 4g-j and Additional file 3: Fig. S3c-f). However, APOE expression showed no difference after overexpression of FTO-mut (Fig. 4h, j). To explore m^6^A modification of APOE by FTO, 3-Deazaadenosine (DAA, an inhibitor of methylation) was used and the findings showed that DAA significantly decreased expression of APOE that was increased by FTO knockdown (Fig. 4k and Additional file 3: Fig. S3g). FTO-mediated m^6^A modification of APOE mRNA was preliminarily verified. To further explore this effect, m^6^A-seq data was validated by performing MeRIP-PCR. The findings showed that anti-m^6^A antibody significantly enriched APOE mRNA level in K1 cells (Fig. 4l). Moreover, MeRIP-qPCR showed that m^6^A levels of APOE mRNA were significantly increased after FTO knockdown (Fig. 4m). Subsequently, luciferase reporters containing either the wild-type or mutant APOE were constructed to explore the effect of m^6^A modification on APOE expression. Findings from luciferase reporter assays showed that luciferase activity of wild-type APOE was significantly increased after FTO knockdown whereas overexpression of APOE reduced luciferase activity. However, knocking down or overexpressing FTO showed no effect on the luciferase activity of mut-type APOE (Fig. 4n, o and Additional file 3: Fig. S3h, i). These findings indicate that FTO plays a role in m^6^A modification of APOE.

Expression of APOE increased significantly with increase in the level of m^6^A modification, implying that its m^6^A modification may increase stability of APOE mRNA [7]. Subsequently, RNA stability assays were conducted and RNA stability curves showed that half-life of APOE mRNA was significantly prolonged after FTO knockdown in K1 and TPC1 cells (Fig. 4p and Additional file 3: Fig. S3j). Therefore, upregulation of APOE induced by FTO can be attributed to increase in stability of APOE mRNA caused by m^6^A modification. Although m^6^A modification can be modulated by ‘writers’ and ‘erasers’, its functional outcomes are depended on selective recognition of m^6^A sites by ‘readers’. IGF2BP1–3 modulates stability of mRNA plays a role as a m^6^A reader [16]. Analysis showed that knocking down IGF2BP2, but not IGF2BP1/3 significantly downregulated APOE mRNA in K1 and TPC1 cells (Fig. 4q and Additional file 3: Fig. S3k). Moreover, half-life of APOE mRNA was significantly decreased after IGF2BP2 knockdown in K1 and TPC1 cells (Fig. 4r and Additional file 3: Fig. S3l). Analysis of the mechanism using RIP assay showed that IGF2BP2 directly bound to the m^6^A sites of APOE (Fig. 4s). Further qRT-PCR analysis for RIP assay showed that knockdown of FTO significantly increased binding efficiency of IGF2BP2 to APOE mRNA (Fig. 4t). In summary, these findings indicate that FTO inhibits APOE mRNA stability and expression through m^6^A modification mediated by IGF2BP2.

### APOE regulates proliferation in PTC by modulating glycolysis

Although the vital role of FTO in PTC growth by glycolysis were confirmed, it was unclear whether the effect was specifically attributed to APOE, the target gene for m^6^A modification downstream of FTO. To explore the role of APOE in PTC, expression level of APOE in cohort 1 was determined by qRT-PCR. The findings showed that mRNA expression of APOE was significantly upregulated in PTC tissues compared with the level in paired non-cancerous tissues (Fig. 5a). Analysis of the relationship between APOE expression and its clinicopathological features, showed that expression of APOE was significantly positively correlated with tumor size (*p* = 0.005) and extrathyroidal invasion (*p* = 0.028) (Table 2). In addition, we found that APOE expression was significantly negatively linked to age (*p* < 0.001), extrathyroidal invasion (*p* = 0.012) and TNM stage (*p* = 0.035) in TCGA database (Additional file 1: Fig. S5). In cohort 1, expression of APOE in PTC was significantly negatively correlated with expression level of FTO (Fig. 5b). Consistent with our results, the expression of FTO and APOE in TCGA database also showed a significantly negative correlation (R = -0.259, *p* = 2.96e-09) (Fig. 5c). In addition, protein expression of APOE was determined in PTC paired tissue samples of cohort 2. The findings showed that APOE protein expression was significantly higher in PTC tissues compared with adjacent non-cancerous tissues (Fig. 5d). Subsequently, the biological function of APOE in PTC growth was explored. Efficiency of APOE knockdown was confirmed by qRT-PCR and western blotting (Additional file 3: Fig. S4a-d). To explore whether APOE plays an important role as the target gene of FTO in PTC growth, rescue experiments were conducted to explore if APOE knockdown can reverse the effects of FTO knockdown. The findings showed that downregulation of APOE expression significantly reduced high proliferation levels induced by si-FTO (Fig. 5e, f and Additional file 3: Fig. S4e, f). Moreover, knocking down APOE significantly reduced the increased ECAR level induced by si-FTO, implying that APOE can reverse increase in glycolysis rate caused by FTO (Fig. 5g and Additional file 3: Fig. S4g). Moreover, the reduced OCR level induced by si-FTO was rescued by si-APOE, indicating the role of APOE in promoting glycolysis from another point of view (Additional file 3: Fig. S4h, i). In addition, extracellular glucose and lactate analysis showed that APOE knockdown reversed increased glucose uptake and lactate production induced by si-FTO (Fig. 5h, i and Additional file 3: Fig. S4j, k). Analysis of the effect of APOE on expression of key glycolysis proteins showed that only GLUT1 protein expression was significantly downregulated after APOE knockdown, whereas expression levels of HK-II and LDHA were not affected (Fig. 5j and Additional file 3: Fig. S4l). This finding indicates that FTO and APOE mainly affects glycolysis by regulating glucose transport. To explore whether APOE affects cell proliferation through glycolysis, PTC cells overexpressing APOE were treated with 2-DG. Similar to FTO, 2-DG inhibited the increased proliferation caused by overexpression of APOE (Fig. 5k and Additional file 3: Fig. S4m-o), indicating that APOE affects proliferation through glycolysis. In vivo analysis showed that sh-APOE significantly impaired tumor growth (Fig. 5l, m) and tumor weight (Fig. 5n) in xenograft mouse models caused by sh-FTO. Furthermore, micro-PET analysis showed that sh-APOE significantly reduced glucose uptake induced by sh-FTO in xenograft mouse models (Fig. 5o). These findings indicate that APOE could promote tumor growth through glycolysis and is regulated by FTO-mediated m^6^A modification in PTC.

**Fig. 5:**
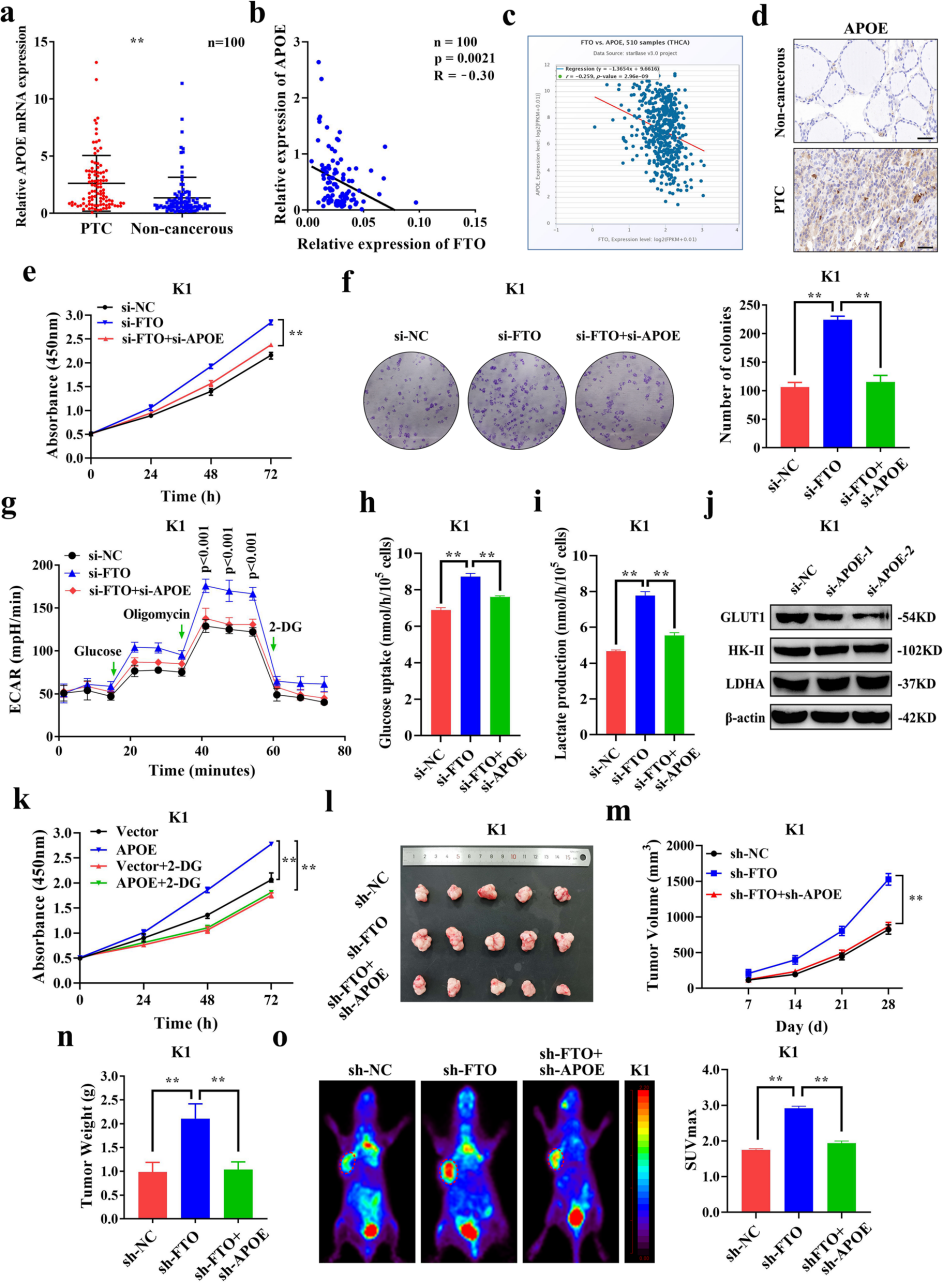
APOE is negatively correlated with FTO and regulates PTC proliferation by modulating glycolysis. **a** Relative expression levels of APOE as determined by qRT-PCR in 100 pairs of PTC tissues and adjacent non-cancerous tissues. **b** FTO is negatively correlated with APOE expression as shown in 100 pairs of PTC tissues. **c** FTO and APOE expressions showed a significantly negative correlation in TCGA database (Obtained from starBase). **d** Representative photographs of IHC staining showing APOE protein expression in PTC tissues and adjacent non-cancerous tissues (Cohort 2). Scale bars: 50 μm (400X). **e-f** CCK-8 assay (**e**) and colony formation assay (**f**) showing proliferation ability after transfection with si-FTO or co-transfected si-FTO and si-APOE in K1 cells. **g** ECAR as determined by Seahorse metabolic analysis after transfection with si-FTO or co-transfection with si-FTO and si-APOE in K1 cells. **h-i** Glucose uptake (**h**) and Lactate production (**i**) as determined after transfection with si-FTO or co-transfection with si-FTO and si-APOE in K1 cells. **j** Protein expression of GLUT1, HK-II and LDHA as determined by western blotting after APOE knockdown in K1 cells. **k** CCK-8 assay showing proliferation ability after transfection with empty vector or APOE and simultaneous treatment with or without 2-Deoxyglucose (2-DG) in K1 cells. **l** Representative image of subcutaneous tumors excised from nude mice model bearing K1 cells transfected with sh-NC, sh-FTO and sh-FTO+ sh-APOE (n = 5). **m-n** Tumor volumes (**m**) and tumor weights (**n**) determined after excision from nude mice in the above-mentioned groups. **o** Representative images of ^18^F-FDG uptake by micro-PET imaging in sh-NC, sh-FTO and sh-FTO+ sh-APOE xenograft mouse models. Tumor glucose uptake is indicated using red circles and maximum uptake values (SUVmax) for xenografts determined by FDG-PET are shown. *P < 0.05, **P < 0.01

**Table 2:** Correlation between APOE expression and clinicopathological features in patients with PTC (n = 100)

Characteristic	n	APOE		***P*** value
		High expression (%)	Low expression (%)	
Gender				
Male	33	18 (54.5)	15 (45.5)	0.619
Female	67	33 (49.3)	34 (50.7)	
Age (Years)				
< 55	41	19 (46.3)	22 (53.7)	0.437
≥ 55	59	32 (54.2)	27 (45.8)	
Tumor size (cm)				
< 2	47	17 (36.2)	30 (63.8)	0.005*
≥ 2	53	34 (64.2)	19 (35.8)	
Extrathyroidal invasion				
Yes	33	22 (66.7)	11 (33.3)	0.028*
No	67	29 (43.3)	38 (56.7)	
Lymph node metastasis				
Yes	72	40 (55.6)	32 (44.4)	0.144
No	28	11 (39.3)	17 (60.7)	
TNM stage				
I-II	85	43 (50.6)	42 (49.4)	0.854
III-IV	15	8 (53.3)	7 (46.7)	

*p < 0.05

### FTO and APOE may regulate glycolysis in PTC through IL-6/JAK2/STAT3 signaling pathway

To explore the related signaling pathway downstream of FTO/APOE axis, Gene set enrichment analysis (GSEA) was performed to identify the enriched signature of FTO and APOE in PTC. GSEA analysis found that FTO and APOE have their own related signaling pathways, but the common signaling pathway of FTO/APOE downstream was only the IL-6/JAK/STAT3 signaling pathway. GSEA based on the RNA-seq data showed that IL-6/JAK/STAT3 signaling pathway was highly enriched in si-FTO group compared with the si-NC group (Fig. 6a). Moreover, GSEA based on transcriptome data of APOE expression in PTC from the TCGA database showed that IL-6/JAK/STAT3 signaling pathway was highly enriched in APOE high-expression group compared with the low-expression group (Fig. 6b). In addition, the APOE high-expression group were highly enriched in thyroid cancer (Additional file 3: Fig. S5a). These GSEA findings indicated that FTO and APOE may affect glycolysis of PTC by modulating IL6/JAK/STAT3 signaling pathway. Subsequently, effects of FTO and APOE on expression of related proteins in this pathway were explored by western blotting. The findings showed that the protein expression levels of phosphorylated JAK2 (pJAK2) and STAT3 (pSTAT3) in this pathway were significantly increased after FTO knockdown, whereas FTO overexpression showed the opposite effects. (Fig. 6c, d and Additional file 3: Fig. S5b, c). In addition, we found that the protein expression levels of these two phosphorylated protein were significantly decreased after APOE knockdown, whereas APOE overexpression showed the opposite effects. (Fig. 6e, f and Additional file 3: Fig. S5d, e). Furthermore, the findings showed that APOE knockdown significantly abrogated the increased pJAK2, pSTAT3 and GLUT1 protein expression level caused by si-FTO (Fig. 6g and Additional file 3: Fig. S5f). In summary, these findings indicate that APOE exerts its effect on glycolysis in PTC tissues modulating IL6/JAK2/STAT3 signaling pathway after m^6^A modification by FTO.

**Fig. 6:**
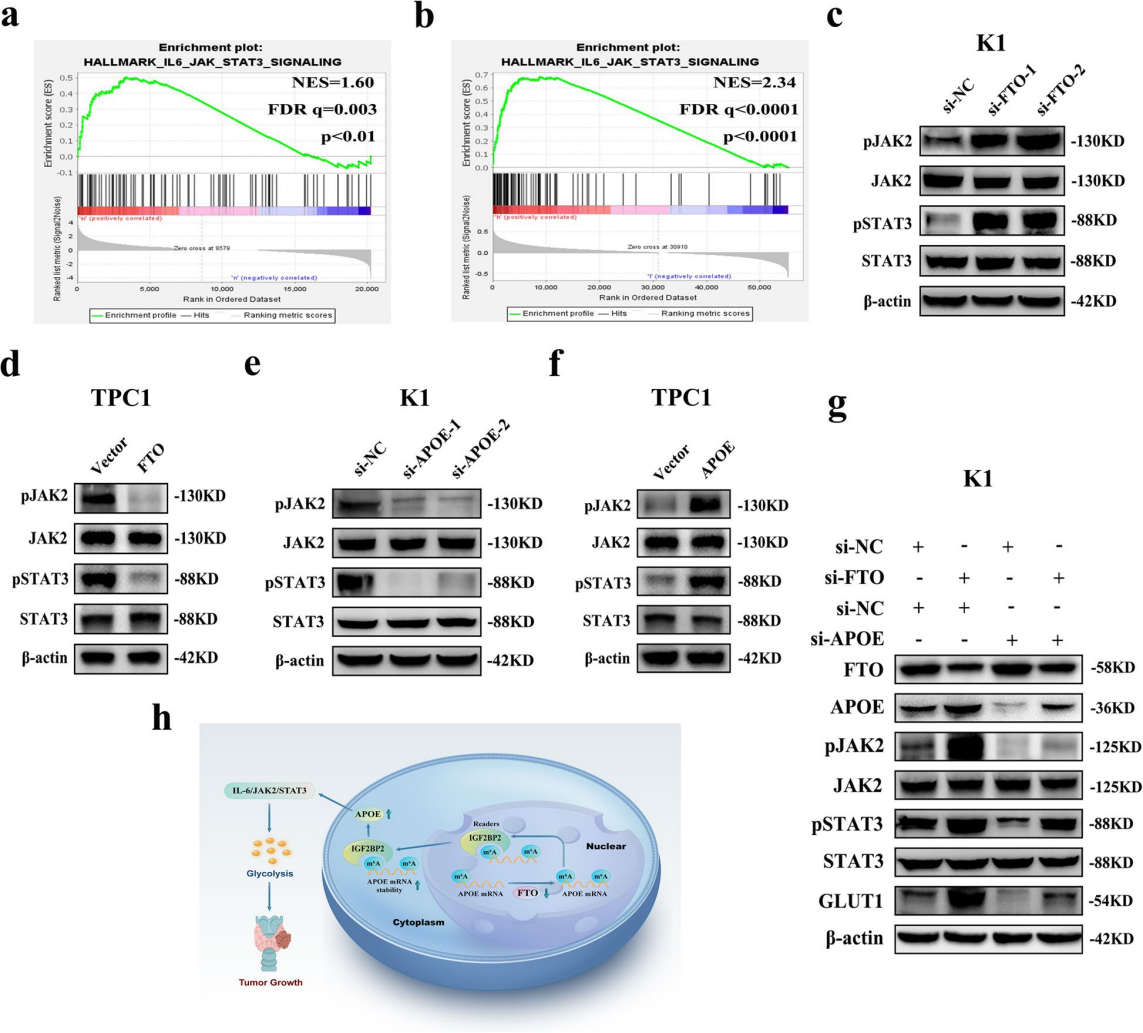
FTO and APOE regulate glycolysis of PTC by modulating IL-6/JAK2/STAT3 signaling pathway. **a** Differentially expressed gene profiles based on GSEA of si-FTO and si-NC RNA-seq data. **b** Differential gene profiles based on GSEA of APOE gene expression profile data of TCGA. **c** Expression levels of IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after FTO knockdown in K1 cells. **d** Expression levels of IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after FTO overexpression in TPC1 cells. **e** Expression levels of IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after APOE knockdown in K1 cells. **f** Expression levels of IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after APOE overexpression in TPC1 cells. **g** Expression levels of GLUT1 protein and IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after co-transfection of si-FTO and si-APOE in K1 cells. **h.** Mechanism diagram of the relationship of FTO, m^6^A modification, PTC tumor growth and glycolysis metabolism. *P < 0.05, **P < 0.01

## Discussion

RNA m^6^A modification is a novel epigenetic modification which plays vital biological roles by regulating various cellular processes. Dysregulation of m^6^A modification is a potential pathogenesis mechanism in many diseases, mainly in cancers. Previous studies report that m^6^A modification regulators, such as “writers” (METTL3, METTL14 and WTAP) and “easers” (ALKBH5 and FTO) plays an indispensable role in regulating cell proliferation, metastasis, self-renewal, and resistance to chemotherapy in multiple cancers [19–21]. Therefore, several studies are exploring m^6^A modification to understand progression of cancers thus developing effective therapies. However, the potential involvement of m^6^A modification in human thyroid cancer has not been explored, particularly its role in modulating glycolysis metabolism in PTC. Previous studies report contradicting findings on the role of m^6^A modification regulators in different cancers. FTO is a m^6^A demethylase that promotes breast tumor progression by inhibiting BNIP3 [35], whereas another study reported inhibitory effect of FTO on metastasis by targeting demethylating metastasis-associated protein 1 (MTA1) mRNA in colorectal cancer [36]. However, in ovarian cancer, FTO acts as a tumor suppressor and regulates cyclic AMP signaling involved in stemness and tumor initiation [37]. In addition to the contradictory phenomena about the function of FTO in different cancers, the role of FTO in PTC has not been fully elucidated. The findings of the present study showed that FTO expression was significantly downregulated, and may be implicated in the abnormally increased m^6^A modification in PTC. Moreover, downregulation of FTO expression was significantly negatively correlated with extrathyroidal extension and lymph node metastasis. Notably, FTO knockdown significantly promoted glycolysis metabolism and proliferation in PTC cells, whereas overexpression of FTO inhibited glycolysis and proliferation of PTC cells. ^18^F-FDG PET scan analysis showed that FTO knockdown significantly promoted tumor growth and glucose uptake in xenograft mouse tumor model in vivo. These findings indicated that FTO plays a tumor suppressor role in PTC.

To further explore the role of FTO, MeRIP-seq and RNA-seq analysis was performed to determine whether APOE is the target of m^6^A modification downstream of FTO. The m^6^A modification site of APOE was located near the stop codon. APOE was negatively regulated by FTO and modified by FTO-mediated m^6^A methylation as validated through MeRIP-qPCR and luciferase reporter assays. Previous studies report that m^6^A modified mRNA transcripts are mainly mediated by m^6^A readers such as YTHDFs or IGF2BPs [7, 8, 13–16]. The mRNA transcripts with m^6^A modification are targeted by different m^6^A readers thus they may have opposite outcomes. YTHDC2, YTHDF2 and YTHDF3 downregulates expression of the target gene by promoting decay of their mRNA transcripts [38–40], whereas IGF2BP1–3 upregulates expression of target genes by promoting stability of their mRNA [41]. The findings of the current study showed that FTO knockdown significantly prolonged half-life of APOE mRNA and promoted its expression, indicating that the stability of APOE was significantly increased after m^6^A modification. Therefore, these findings imply that the m^6^A modification of APOE may be recognized and mediated by IGF2BPs. Further analysis showed that IGF2BP2 knockdown significantly reduced expression of APOE in PTC cells. Moreover, RNA stability assay showed that half-life of APOE mRNA was significantly reduced after IGF2BP2 knockdown, and findings from RIP assay indicated that IGF2BP2 binds to APOE mRNA. These findings indicate that APOE is the target gene of IGF2BP2 and FTO-mediated m^6^A modification of APOE is dependent on IGF2BP2.

APOE is a member of apolipoproteins which binds lipids to form lipoproteins and transport them to various body tissues and organs. APOE is comprised of 299 amino acids, and has three main alleles: APOE-ε2, APOE-ε3 and APOE-ε4. Previous studies report that APOE is mainly responsible for metabolism and redistribution of cholesterol, whereas recent studies report that its expression is upregulated and exerts biological functions in various cancers [42]. APOE is significantly highly expressed in lung cancer, and its overexpression promotes cancer proliferation and migration, and aggressiveness of lung cancer [43]. APOE knockout inhibits tumor growth and metastasis by increasing REEM-1-mediated infiltration of NK cells in lung cancer [44]. Notably, APOE modulates brain glucose metabolism in AD [45], and affects glucose uptake in atherosclerosis [46]. These findings indicate that APOE may exert regulatory role in tumor energy metabolism. The findings of the current study showed that the APOE expression was significantly upregulated and positively correlated with tumor size ≥2 cm and extrathyroidal invasion. In addition, APOE knockdown significantly inhibited glycolysis and abrogated its proliferation ability, and could reverse the promotional effect induced by downregulation of FTO in PTC cells. Findings from in vivo experiments showed similar phenomena. These findings indicate that APOE could promote tumor growth through glycolysis in PTC.

Furthermore, GSEA based on the RNA-seq data and TCGA gene expression profiling data showed that IL-6/JAK/STAT3 signaling pathway was highly enriched in si-FTO group and APOE high-expression group. This prediction indicated that the FTO/APOE axis may modulate glycolysis in PTC by regulating IL-6/JAK/STAT3 signaling pathway. IL-6/JAK/STAT3 signaling pathway is abnormally hyperactivated in various cancers, and is associated with poor prognosis. This signaling pathway promotes proliferation, invasiveness, and metastasis of cancer cells, and inhibits anti-tumor immune response [47]. Moreover, recent studies reported that the IL-6/JAK/STAT3 signaling pathway is associated with glycolysis metabolism of cancer cells. LncRNA SLC2A1-AS1 affects aerobic glycolysis and progression by inhibiting STAT3/FOXM1/GLUT1 signaling pathway in hepatocellular carcinoma [48]. In addition, pSTAT3 expression is significantly high in oral squamous cell carcinoma (OSCC), and STAT3 knockdown significantly inhibited migration, invasion, and epithelial-mesenchymal transition (EMT) in OSCC [49]. In the current study, FTO knockdown significantly increased protein expression of pJAK2 and pSTAT3, whereas APOE knockdown reduced expression of the two phosphorylated proteins. This finding indicated that APOE may affect glycolysis of PTC by modulating IL-6/JAK/STAT3 signaling pathway after being modified by FTO. However, the specific mechanism should be further explored. On the other hand, our findings were performed in papillary thyroid cancer tissues and cells, and cannot exclude that the same mechanisms are involved in other histotypes of thyroid tumors or other kinds of tumors. The findings for the current study are summarized in the schematic model shown in Fig. 6h.

## Conclusion

The current study explored the crucial role of m^6^A demethylase FTO and its inhibitory effect on glycolysis in PTC. The findings indicated that FTO epigenetically inhibits expression of APOE through IGF2BP2-mediated m^6^A modification. These changes result in inhibition of glycolytic metabolism of PTC through modulation of the IL-6/JAK2/STAT3 signaling pathway, ultimately affecting tumor growth. These findings show a novel molecular mechanism of PTC progression regulated by m^6^A modification and provide valuable insights for development of efficient therapeutic strategies against PTC.

## Supplementary Information

**Additional file 1: Table S1.** The sequence of si-RNAs. **Table S2.** The sequence of primers. **Table S3.** The Antibodies for western blot, IHC and RIP. **Table S4.** Correlation between FTO expression and clinicopathological features of PTC patients in TCGA database (*n* = 428). **Table S5.** Correlation between APOE expression and clinicopathological features of PTC patients in TCGA database (n = 428).

**Additional file 2.** Supplementary materials and methods.

**Additional file 3: Figure S1.** FTO inhibits cell proliferation in PTC. **a.** Overexpression efficiency of FTO in K1 cells determined by qRT-PCR and western blotting. **b.** Knockdown efficiency of si-FTO-1/2 in TPC1 cells as determined by qRT-PCR and western blotting. **c.** Total m^6^A modification levels after FTO knockdown or overexpression in PTC cells as determined by m^6^A RNA Methylation Quantification Kit. **d-e.** CCK-8 assay (**d**) and colony formation assay (**e**) showing proliferation ability in K1 cells after FTO overexpression. **f-g.** CCK-8 assay (**f**) and colony formation assay (**g**) showing proliferation ability after FTO knockdown in TPC1 cells. **h.** Flow cytometry was performed to measure cell cycle distribution after FTO knockdown in K1 cells. **i.** Flow cytometry was performed to measure cell cycle distribution after FTO overexpression in TPC1 cells. **j.** Knockdown efficiency of sh-FTO in K1 cells determined by western blotting. *P < 0.05, **P < 0.01. **Figure S2.** FTO inhibition of tumor growth by modulating glycolytic metabolism in PTC. **a.** ECAR as determined by Seahorse metabolic analysis after transfection with si-NC and si-FTO in TPC1 cells. **b-c.** Oxygen consumption rate (OCR) as determined by Seahorse metabolic analysis after transfection with si-NC and si-FTO in PTC cells. **d-e.** Glucose uptake (**d**) and Lactate production (**e**) were determined after transfection with si-NC and si-FTO in TPC1 cells. **f.** Protein expression of GLUT1, HK-II and LDHA were determined by western blotting after FTO knockdown in TPC1 cells. **g-h.** CCK-8 assay (**g**) and colony formation assay (**h**) showing proliferation ability after transfection with si-NC or si-FTO and simultaneous treatment with or without 2-DG in TPC1 cells. **i.** ECAR as determined by Seahorse metabolic analysis after FTO overexpression in K1 cells. **j-k.** Glucose uptake (**j**) and Lactate production (**k**) were determined after FTO overexpression in K1 cells. **l-m.** OCR as determined by Seahorse metabolic analysis after FTO overexpression in PTC cells. **n.** GLUT1, HK-II and LDHA protein expression as determined by western blotting after FTO overexpression in K1 cells. *P < 0.05, **P < 0.01. **Figure S3.** APOE mRNA is regulated by FTO-mediated m^6^A modification which is modulated by m^6^A reader IGF2BP2. **a.** Gene ontology (GO) analysis of differentially expressed gene sets in FTO knockdown cells. **b**. Pathway analysis of elevated m^6^A peak-related gene sets in FTO knockdown cells. **c-f.** APOE mRNA and protein expression levels as determined by qRT-PCR and western blotting after FTO overexpression or knockdown in PTC cells. **g.** Relative APOE mRNA expression level as determined by qRT-PCR after transfection with si-NC or si-FTO and simultaneous treatment with or without DAA in TPC1 cells. **h-i.** Relative luciferase activity of APOE-Wt and APOE-Mut after FTO overexpression or knockdown in PTC cells. **j.** Half-life (t_1/2_) of APOE mRNA as determined by qRT-PCR after FTO knockdown in TPC1 cells. **k.** Relative expression level of APOE mRNA as determined by qRT-PCR after IGF2BP1–3 knockdown in TPC1 cells. **l.** Half-life (t_1/2_) of APOE mRNA after IGF2BP2 knockdown as determined by qRT-PCR in TPC1 cells. **Figure S4.** APOE is negatively regulated by FTO and modulates glycolysis to regulate PTC proliferation. **a-d.** Knockdown efficiency of si-APOE-1/2 as determined by qRT-PCR and western blotting in PTC cells. **e-f.** CCK-8 assay (**e**) and colony formation assay (**f**) showing proliferation ability after transfection with si-FTO or co-transfection with si-FTO and si-APOE in TPC1 cells. **g.** ECAR as determined by Seahorse metabolic analysis after transfection with si-FTO or co-transfection with si-FTO and si-APOE in TPC1 cells. **h-i.** OCR as determined by Seahorse metabolic analysis after transfection with si-FTO or co-transfection with si-FTO and si-APOE in PTC cells. **j-k.** Glucose uptake (**j**) and Lactate production (**k**) after transfection with si-FTO or co-transfection with si-FTO and si-APOE in TPC1 cells. **l.** Protein expression level of GLUT1, HK-II and LDHA as determined by western blotting after APOE knockdown in TPC1 cells. **m.** CCK-8 assay showing proliferation ability after transfection with empty vector or APOE and simultaneous treatment with or without 2-Deoxyglucose (2-DG) in TPC1 cells. **n-o.** Colony formation assay showing proliferation ability after transfection with empty vector or APOE and simultaneous treatment with or without 2-Deoxyglucose (2-DG) in PTC cells. **Figure S5.** FTO and APOE regulate glycolysis of PTC by modulating IL-6/JAK2/STAT3 signaling pathway. **a.** Differential gene profiles based on GSEA of APOE gene expression profile data of TCGA. **b.** Expression level of IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after FTO knockdown in TPC1 cells. **c.** Expression levels of IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after FTO overexpression in K1 cells. **d.** Expression level of IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after APOE knockdown in TPC1 cells. **e.** Expression levels of IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after APOE overexpression in K1 cells. **f.** Expression level of GLUT1 protein and IL-6/JAK2/STAT3 signaling pathway related proteins as determined by western blotting after co-transfection with si-FTO and si-APOE in TPC1 cells.

## Data Availability

The data used during the current study are available from the corresponding author on reasonable request. The RNA-seq and MeRIP-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE181047 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181047).

## Abbreviations

2-DG: 2-deoxy-glucose
AD: Alzheimerʼs disease
ALKBH5: Alkylation repair homolog protein 5
APOE: Apolipoprotein E
BAG3: Bcl-2-associated athanogene 3
DAA: 3-Deazaadenosine
DEGs: Differentially expressed genes
DTC: Differentiated thyroid cancer
ECAR: Extra cellular acidification rate
EMT: Epithelial-mesenchymal transition
FDR: False discovery rate
^18^F-FDG PET: ^18^F-fluoro-2-deoxyglucose positron emission tomography
FFPE: Formalin-fixed and paraffin-embedded
FTO: Fat-mass and obesity-associated protein
GEO: Gene Expression Omnibus
GO: Gene ontology
GSEA: Gene set enrichment analysis
HK-II: Hexokinase II
IGF2BP: Insulin-like growth factor 2 mRNA-binding proteins
IGV: Integrative Genomics Viewer
IHC: Immunohistochemistry
m^6^A: N6-methyladenosine
MeRIP-seq: Methylated RNA immunoprecipitation sequencing
METTL3: Methyltransferase-like 3
METTL14: Methyltransferase-like 14
mRNA: Messenger RNA
MTA1: Metastasis-associated protein 1
NES: Normalized enrichment score
OCR: Oxygen consumption rate
OSCC: Oral squamous cell carcinoma
pJAK2: Phosphorylated JAK2
pSTAT3: Phosphorylated STAT3
PTC: Papillary thyroid carcinoma
qRT-PCR: Quantitative real-time PCR
RIP: RNA immunoprecipitation
RNA-seq: Transcriptome-sequencing
ROI: Region of interest
SD: Standard deviation
siRNA: Short interfering RNA
SUVmax: Maximum standardized uptake values
TCGA: The Cancer Genome Atlas
WTAP: Wilms tumor 1 associated protein
YTHDC: YTH domain-containing proteins
YTHDF: YTH domain family proteins

How the deposited data were processed for this re-analysis (not part of the article)

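MeRIP-seq was carried out on K1 papillary thyroid cancer cells treated with si-NC or si-FTO, with 3 m6A IP libraries and 3 input libraries in each group. The authors called peaks over input with MACS, the caller named in the peak identifiers, and deposited 1 list per IP library with positions in hg19. The submitters' processing notes name CASAVA 1.8 and BWA, and the settings of the caller are not given in the sources used here. For each peak the authors deposited a score, which is the negative log10 of the p-value times 10, a fold enrichment of IP over input, which is a ratio, and an FDR in percent. These values belong to a peak within its own list, and they were used only to describe, rank or filter peaks within that list. The smallest score in the lists corresponds to a p-value of 1e-05. Each list has 1 emptied line that was not analysed here. Read counts were not used here, so the depth and its effect on peak detection are unknown, and RNA-seq expression values were not analysed here.

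Positions count from 0 at the start of a peak in the lists and are given here from 1. Peaks were compared with bedtools 2.31.1, and counts and tests were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1. A group peak was a stretch covered by peaks of at least 2 of 3 libraries, and an overlap of at least 1 bp counted as shared. Regions were merged from all 6 lists with at least 1 bp of overlap. Genes and regions with a peak in all libraries of one group and none of the other were counted, and the count was set beside those of the other splits of the 6 libraries. Gene names are those of the lists. No interval is repeated within a list and each is listed under 1 gene, so a peak at the border of neighboring genes can be listed under either name.

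Values per library were compared by a two-sided exact permutation test, for which 0.1 is the smallest possible p. For 20 gene lists, genes in all libraries of one group and none of the other were compared with the other genes with a peak by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the lists, for each direction apart. The adjustment was first run over both directions together, and the version stated before the data were examined was restored after the values had been seen. Genes are not independent replicates in these tests. The genes named in the text are those the paper names, the 10 genes in each direction whose lowest within-list percentile of fold enrichment was highest, up to 4 members of each gene list in each direction by the same order, and all members of counts of 5 or fewer, less some members whose result is left out. The counts were tested on simulated lists of 7623 genes with 200 planted genes for the comparison of si-FTO with si-NC. Of the planted genes 100.0% were recovered when each was detected without error, which holds by construction. At 90.0% detection per si-FTO library, with false presence in si-NC libraries at the matching rate, 46.0% were recovered, where 53.1% was expected. Before planting, 37 genes had the si-FTO pattern in each run, and 28 and 38 had the opposite pattern.

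The alternatives set before the data were examined were leaving out each replicate, keeping the peaks in the upper 75 percent of fold enrichment, other rules for a group peak, for overlap and for presence, another background for the gene lists, and the replicate number as a pair. A comparison at equal list length, the pathway annotation of the lists, and the adjustment over both directions were added after the data were seen. The place of peaks relative to the stop codon, the GGACU motif and a test of peak-level differential methylation were planned and not run, since they need a genome of this build or read counts, which were not used here.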

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

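The test of neighboring gene names was chosen after the result was seen. The comparison with other splits of the libraries was planned, and the bound for reading it was set after the split counts were seen. The paper follows 7 genes, and APOE was the one of them with a peak in all 3 si-FTO and no si-NC libraries. Another 173 genes outside those the paper names showed that pattern. The paper reports genes with increased peaks as a set, and its text does not name these. Among the 10 splits of the 6 libraries, 1 gave 174 genes or more, the real one, and the highest count in the others was 28, for the 210 genes of the opposite pattern as well; for the 380 and 416 merged regions the highest other count was 61. With 10 splits no share under 0.1 is possible. The median FDR and the highest number in the peak identifiers were also higher in each si-NC list than in any si-FTO list. A difference in peak calling between the groups therefore stays open for these counts.

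Peaks that fall near the calling threshold could enter or leave a list with small changes in depth or in the level of an mRNA. The strongest peak of the 174 genes stood at a median percentile of 25.9 of the score within its list, against 69.2 for genes in all 6 lists and 15.7 for APOE. For the 210 genes of the opposite pattern the median was 30.1 within the si-NC lists. Of the 174 genes, 46.0% stood under percentile 25, the lower bound set for this test. The 25.9 lies just above that bound and below the upper one, so a place near the threshold cannot be told apart from a change in methylation. A peak listed under a neighboring gene could account for part of the pattern: 16 of the 174 genes had a si-NC peak under another name within 5000 bp (9.20%), against 4.58% of genes in all 6 lists and no such neighbor for APOE. Input reads were not used here. For these 174 genes, a change in m6A after FTO knockdown and a change in mRNA level therefore both stay open. For APOE the paper reports both, a higher mRNA level and, by MeRIP-qPCR, more m6A on that mRNA. It also reports that FTO knockdown raised the activity of a wild-type APOE reporter but not of one with mutant m6A motifs. A methylation inhibitor, the paper further reports, lowered the APOE expression that the knockdown had raised. The lists alone do not separate a change in m6A from a change in mRNA level.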

How the results depend on the processing

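The adjustment over both directions and the comparison at equal list length were chosen after the data were seen. Of the alternatives run, 80 kept a difference's direction or left a count within 1.5 times its value, and the others are given here. Among all alternatives are those in which the order of the si-FTO and si-NC counts turned, to 196 and 178 genes and 420 and 349 regions at equal list length, to 563 and 525 regions without si-FTO replicate 1, and in unique peaks without si-NC replicate 1 (2304 si-FTO and 1224 si-NC), 2 (2149 and 1252) or 3 (2282 and 1122), where si-NC group peaks need both remaining libraries. With at least 2 of 3 libraries against none, the genes were 374 in si-FTO and 498 in si-NC, and the merged regions 917 and 1038, as the looser rule admits more. Among the gene lists, the lower share of zinc finger genes in all si-NC and no si-FTO libraries was the 1 test under the threshold (adjusted p = 0.0335, Fisher's exact test); 0 tests passed with at least 2 of 3 against none (adjusted p = 0.296) and 0 when adjusted over both directions together (adjusted p = 0.0671), in a range from 0.0150 (genes in at least 2 lists as background) to 0.296. Leaving out each replicate gave 1122 to 2783 unique si-NC peaks, 980 to 2304 unique si-FTO peaks, 275 to 329 genes and 525 to 666 regions in si-NC alone, 222 to 251 genes and 473 to 563 regions in si-FTO alone, and 5637 to 5988 shared peaks; fewer libraries then decide a call. Genes in si-NC alone moved most without si-NC replicate 1 (329), and their regions without si-NC replicates 1 and 2 (648 and 666). The differences per library in peaks, length and genes kept their direction without any 1 replicate and in the upper 75 percent of fold enrichment, but not their size: without each replicate they ran from -548.2 to -238.5 peaks, 13.6 to 36.4 bp and -379.3 to -196.8 genes, the smallest each without si-NC replicate 3. Without si-FTO replicate 1 the difference was -281.7 peaks, and in the upper 75 percent it was 14.4 bp. Same-numbered libraries did not deviate together (correlations -0.00777, 0.00543 and -0.0221), and with the replicate number as a pair the differences of si-FTO minus si-NC were -423.7 peaks, 25.0 bp and -303.7 genes (exact sign-flip test, p = 0.25, the smallest possible). A p-value limit of 1e-05 removed no peak and no interval was listed again, so those alternatives changed nothing. The alternatives for the stop codon, the motif and differential methylation were not run. Depth is unknown and limits which weak peaks are listed.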

Differences from the paper's values

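The paper states 13 m6A peaks for the 7 genes of Fig. 4e, and the si-FTO lists held 8 distinct peak regions for them. No alternative was set for this count before the data were examined; counted as listed peaks over the 3 si-FTO libraries, chosen after seeing the values, there were 15, and over the 3 si-NC libraries 13, the paper's number in the other group. The paper's text does not state how a peak was counted there.

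The counts of shared and unique peaks, with a group peak in at least 2 of 3 libraries, lay within 1.5 times of those in the paper. Among the alternatives set before the data were examined, the shared count differed by more with a group peak in all 3 libraries (4765), in the upper 75 percent of fold enrichment (4695) and without si-FTO replicate 2 (5637). The si-NC count did so with all 3 libraries (1660), in the upper 75 percent (1613) and without any 1 si-NC replicate (1122 to 1252), and the si-FTO count with all 3 libraries (1301) and without any 1 si-FTO replicate (980 to 1009). The paper's values of 8496 shared, 2553 si-NC and 1989 si-FTO peaks are met most closely when a peak in any library of a group is taken, an alternative set before the data were examined, which gave 8503, 2538 and 1982. The mean lengths of those group peaks were 1028.3 bp in si-NC and 1063.2 bp in si-FTO. They lay nearer the paper's 1002.86 and 1037.31 than the means per library, 1061.5 and 1086.6 bp. The paper's text does not state how its averages were taken. The paper describes the genes of Fig. 4e as having elevated m6A peaks after FTO knockdown. In the lists used here APOE, SPINT1 and FBXO2 were listed in si-FTO libraries alone, and the PRDM1 peaks stood higher within the si-FTO lists (percentile 74.1 to 84.6 of fold enrichment) than within the si-NC lists (21.6 to 57.1). CYP1B1 had a peak in 1 si-NC library and in no si-FTO library, the FOXQ1 peak stood at percentile 81.9 to 88.2 within the si-FTO lists and 93.3 to 96.0 within the si-NC lists, and the ranges overlapped for B3GNT7 (19.0 to 49.8 and 27.2 to 69.6). These ranks within lists were taken after the data were seen and were not tested between groups. The paper names Pathways in cancer for FTO-mediated m6A modification, and that annotated set had an unadjusted p of 0.518 (two-sided Fisher's exact test) for genes of regions in all si-FTO and no si-NC libraries; the paper's test was on its own gene selection.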

Other observations

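The test on the MTRNR2L genes, the comparison at equal list length and the adjustment over both directions were chosen after the data were seen, and the bound for equal list length was set before its result. Fewer zinc finger (ZNF) genes than the overall rate gives were in all si-NC and no si-FTO libraries, a call that ends under 2 alternatives. Of 337 ZNF genes with a peak, 206 had one in all 6 lists, beside 49.0% of all genes with a peak, a difference that was not tested. Of the 337, ZNF486 was the 1 gene in all si-NC and no si-FTO libraries, against 9.28 by the overall rate (two-sided Fisher's exact test, adjusted p = 0.0335, and 0.0671 when adjusted over both directions together, with a range of 0.0150 to 0.296 over the alternatives). ZNF32 and ZNF837 were in all si-FTO and no si-NC libraries, against 7.69 by the overall rate (exact test, adjusted p = 0.249). Of 11 cytosolic ribosomal protein genes with a peak, RPL22 and RPL27 were in all si-FTO and no si-NC libraries (exact test, adjusted p = 0.249). Of 13 hypoxia response genes, EPAS1, at different sites, and the carbonic anhydrase gene CA12 were in all si-NC and no si-FTO libraries (exact test, adjusted p = 0.483) and ARNT in the opposite group (adjusted p = 0.812).

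Of 23 genes of thyroid cancer drivers and MAPK output, none was in all si-FTO and no si-NC libraries, where 0.525 would be by the overall rate, too few for the exact test to separate from chance (p = 1.0). Of 37 genes of IL-6/JAK/STAT3 signaling, the chemokine gene CXCL1 was in all si-NC and no si-FTO libraries (exact test, adjusted p = 1.0); IL6 and STAT3 had no listed peak and JAK2 was listed in 1 si-NC and 2 si-FTO libraries. Of 23 cell cycle genes, BTG1 was in all si-FTO (exact test, adjusted p = 0.917) and E2F8 in all si-NC libraries alone (adjusted p = 1.0). IFIH1 of 15 interferon response genes (exact test, adjusted p = 0.812) and LUM of 4 endothelial and fibroblast markers (adjusted p = 0.588) were in all si-FTO libraries alone, and HIST1H1A of 5 histone genes in all si-NC libraries alone (adjusted p = 0.656). None of the listed markers of thyroid differentiation, epithelial cells, mesenchymal transition, immune cells or the respiratory chain was in all libraries of one group and none of the other, where fewer than 1 gene per list would be by the overall rate, too few for the exact test to separate from chance (p = 1.0). The readers IGF2BP1 and IGF2BP3 had no listed peak, and IGF2BP2 was listed in 1 library of each group.

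More genes had a peak in all si-NC and no si-FTO libraries (210) than the reverse (174), a difference of 36 with a counting SD of 19.6. The longer si-NC lists may account for this. With all lists shortened to 7921 peaks, the difference became -18, with a counting SD of 19.3. For merged regions the order was 416 to 380, and it turned to 525 and 563 without si-FTO replicate 1. No biological explanation was tested for this order.

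The highest fold enrichment of each list lay in MTRNR2L12, at 6377 to 9405 in the authors' lists, and MTRNR2L genes, nuclear copies of the mitochondrial 16S rRNA gene, held 5 or 6 of the 10 highest. The family's median within-list percentile of fold enrichment was at least 99.8 in each of the 6 lists, over genes on 9 to 11 chromosomes, and its lowest member stood at percentile 36.2 to 79.5. Whether reads of the mitochondrial 16S rRNA were placed on these copies cannot be told apart from other explanations, since the family was picked for its high folds and no reads were examined. No biological explanation was tested.

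The authors' FDR was at most 5% for 3 peaks of si-FTO replicate 2 and for 0 peaks in the other lists.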
